# Drought-Induced Root Pressure in *Sorghum bicolor*

**DOI:** 10.3389/fpls.2021.571072

**Published:** 2021-02-03

**Authors:** Sarah Tepler Drobnitch, Louise H. Comas, Nora Flynn, Jorge Ibarra Caballero, Ryan W. Barton, Joshua Wenz, Taylor Person, Julie Bushey, Courtney E. Jahn, Sean M. Gleason

**Keywords:** water relations, xylem transport, root pressure, RNA-Seq, agriculture, transporter, aquaporin

## Abstract

Root pressure, also manifested as profusive sap flowing from cut stems, is a phenomenon in some species that has perplexed biologists for much of the last century. It is associated with increased crop production under drought, but its function and regulation remain largely unknown. In this study, we investigated the initiation, mechanisms, and possible adaptive function of root pressure in six genotypes of *Sorghum bicolor* during a drought experiment in the greenhouse. We observed that root pressure was induced in plants exposed to drought followed by re-watering but possibly inhibited by 100% re-watering in some genotypes. We found that root pressure in drought stressed and re-watered plants was associated with greater ratio of fine: coarse root length and shoot biomass production, indicating a possible role of root allocation in creating root pressure and adaptive benefit of root pressure for shoot biomass production. Using RNA-Seq, we identified gene transcripts that were up- and down-regulated in plants with root pressure expression, focusing on genes for aquaporins, membrane transporters, and ATPases that could regulate inter- and intra-cellular transport of water and ions to generate positive xylem pressure in root tissue.

## Introduction

Root pressure is a phenomenon that has long puzzled plant scientists (Hales, 1727; Priestley, 1920; Pickard, 2003; Wegner, 2014; Singh, 2016). It is observed in the xylem of a paraphyletic array of woody and herbaceous dicots and monocots, from *Acer* sp. to kiwifruit to *Zea mays* (O'Leary, 1965; Fisher et al., 1997; Enns et al., 2000; Ewers et al., 2001; Clearwater et al., 2007). It is difficult to measure *in vivo*, particularly for herbaceous plants but with high variability among species, genotypes within species and temporally, is intriguing to better understand (Grossenbacher, 1938; Fisher et al., 1997; McCully, 1999; Ewers et al., 2001; Sperry et al., 2008; Gleason et al., 2017; Comas et al., under review). Despite numerous observations and manipulative experiments, the molecular mechanism(s) generating positive pressure in a xylem hydraulic system dominated by negative tension remain unknown (Fiscus and Kramer, 1975; Schenk et al., 2021). Among several hypotheses, one posits that root pressure is generated by xylem parenchyma acting as an osmometer, structuring the osmotic potential of cell compartments to passively pull water into the mature xylem from the apoplast or bulk medium (Enns et al., 2000). Another suggests a hydraulic pressure scenario driving water into vessels via membrane asymmetry and compartmentalization of forces (Pickard, 2003). Yet another suggests a “futile cycling” system in which water molecules are repeatedly scavenged from the apoplast back into the symplastic xylem parenchyma and pumped into the mature xylem, requiring energy expense (Pickard, 2003; Wegner, 2014). All of these mechanisms are in stark opposition to the mechanism of xylem water flow during transpiration, in which water is drawn through the xylem apoplast along a hydrostatic pressure gradient (Steudle, 2000). Importantly, generation of root pressure also must involve a mechanism for preventing leakage of water out of the xylem into the bulk medium (soil) during times of positive pressure. This process may be a combination of regulation across mechanical barriers (e.g. the Casparian strip) or the abovementioned “futile cycling” in which water is scavenged from the apoplast back into the symplast (Lee et al., 2004; Wegner, 2014).

There is also considerable debate as to whether root pressure is an evolutionary positive or neutral trait. A potential positive adaptive function of root pressure may be to refill xylem embolisms in water- or salt-stressed plants under drought, and after freezing events. Indeed, embolism refilling has been correlated with root pressure in multiple systems, including ferns (Holmlund et al., 2020), poplar (Secchi and Zwieniecki, 2014), birch (Hölttä et al., 2018), grapevine (Barrios-Masias et al., 2015; Knipfer et al., 2015), and maize (Tyree et al., 2008; Gleason et al., 2017). However, embolism refilling has also been observed in the absence of root pressure (Stiller et al., 2005; Choat et al., 2015; Knipfer et al., 2016) and attributed to other mechanisms such as biomechanical capillary action (Rolland et al., 2015). Historically, most researchers have assumed that both root pressure and embolism refilling occur at night, when most plants have low or no transpiration. During this time xylem is under little to no tension, and the generation of even slight positive pressure could potentially refill embolized conduits. However, embolism refilling has also been observed in the early afternoon, easily the most stressful part of the day in *Zea mays* (McCully, 1999). Root pressure may be diurnally constitutive but simply masked during the day by the magnitude of negative hydrostatic forces.

Most work on root pressure to date has focused on establishing the presence or absence of root pressure in species of interest, with some functional studies using various inhibitors to regulate root pressure magnitude in plants subjected to osmotic stress (Heindl et al., 1982; Ranathunge et al., 2003; Wright et al., 2004). While these plant physiological studies are important, transcriptomic tools represent another approach to identifying the mechanisms of root pressure. Using RNA-seq, researchers have been able to observe differential expression of both known and unknown genes during the activation of plant functions in response to stress (Buchanan et al., 2005; Johnson et al., 2014; Reddy et al., 2015; Kadam et al., 2017). A transcriptomic approach to identify the molecular mechanisms of root pressure generation is certainly exploratory but can be focused on the regulation of genes responsible for osmotic adjustment and transmembrane transport. Of particular interest are aquaporins, a class of proteins facilitating water transport across cellular membranes that is already known to be involved in hydraulic regulation (Henzler et al., 1999; McElrone et al., 2007; Vandeleur et al., 2009; Secchi et al., 2011; Meng et al., 2016; Shi et al., 2016).

The causal dynamics of the relationship between drought stress, drought recovery and root pressure are largely unknown. If root pressure ameliorates embolism in drought stressed plants, is it initiated by drought or constitutively present in well-watered plants as well? Do plants with greater root pressure have greater stem or leaf hydraulic conductance due to reduced embolism and higher parenchymal turgor? Does greater root pressure under drought support less negative leaf water potentials and better photosynthetic function? If root pressure is generated by root tissues, do biometric root traits correlate with root pressure? Is root pressure generated by a certain root class, such as fine roots, which have a lesser degree of suberization and barriers to apoplastic water movement (Guo et al., 2008; McCormack et al., 2015)? Finally, of utmost importance—do plants or species with robust root pressure show empirically greater survivorship, growth, or yield under drought conditions than counterparts with lower or no root pressure?

To investigate the mechanism and function of root pressure, we carried out a drought experiment in the greenhouse using *Sorghum bicolor. S. bicolor* is an important drought tolerant grain traditionally cultivated in Africa and Asia, with subspecies and varieties used for silage, biofuels, and human consumption (Rosenow et al., 1983; Doggett, 1988; Hariprasanna and Patil, 2015). As rising temperatures, unpredictable precipitation regimes, and drought intensify as the result of climate change, drought-tolerant *S. bicolor* is of great interest to plant breeders (Boyer, 1982). As an important global crop, its annotated genome is readily available, aiding in transcriptomic studies (Buchanan et al., 2005; McCormick et al., 2018). Finally, a wide range of cultivars are available within *S. bicolor*, providing marked differences in habit, physiology, and drought-tolerance (Turner et al., 2016; Miller, 2018).

We grew six genotypes of *S. bicolor*, three drought tolerant and three susceptible, under well-watered conditions, and then subjected a subset of the plants to a 2-week drought period. To understand the relationship between root pressure magnitude and plant physiological traits, we destructively harvested plants after drought and re-watering treatment to measure root pressure, leaf water potential, leaf vascular embolism, and root/shoot biometric traits. Finally, we explored molecular mechanisms of root pressure by sampling the root transcriptome of drought stressed and control plants immediately preceding root pressure measurement. Using differential expression analysis, we searched for genes that could be involved in inter- and intra-cellular transport of water and ions to generate positive xylem pressure in root tissue.

## Methods

### Location and Dates of Study

The study was carried out in the greenhouse at the USDA Crops Research Laboratory in Fort Collins, CO. Germinated seedlings were planted into experimental pots on January 30, 2018, and destructively harvested during the week of April 1, when most plants had 5-6 fully expanded leaves.

### Selection of *S. bicolor* Varieties

Six diploid lines of grain *S. bicolor* (bred for grain yield) were selected to span a broad range of variation in morphology, grain yield, and drought tolerance (Rosenow et al., 1983; Dahlberg, 2000; Evans et al., 2013; Miller, 2018). Rtx430 (Feterita x Zerazera: Sudan/Ethiopia), BTx623 (Kafir: Southern Africa), and Tx7000 (Durra: Sudan/Ethiopia/Egypt) are pre-flowering drought tolerant; BTx642 (Caudatum: North-central Africa), IS3620C (Guinea: West Africa), and SC56 (Caudatum) are pre-flowering drought susceptible. Susceptibility/tolerance are inferred from the effect of pre-flowering drought on final grain yield. RTx430, BTx623, and Tx7000 have the highest water use efficiency (WUE), followed by BTx642 and IS3620C, with SC56 having the lowest WUE (Turner et al., 2016).

### Seed Germination

Seeds of the six genotypes were germinated (25°C, dark) in Petri dishes on filter paper with fungicide solution (Maxim XL, Syngenta) for 1 week prior to transplanting to pots. When seedling shoots and roots were each 2 cm long, they were transplanted into 7.57 L black polypropylene pots filled with fritted clay (Profile® Greens Grade^™^ in Emerald, PROFILE Products, LLC., Buffalo Grove, IL, USA). Fritted clay is a non-nutritive substrate with excellent water retention that detaches easily from plant material when dried, making it ideal for studies of root biomass and morphology.

### Experimental Setup

The 7.57 L pots were arranged into two rows with nine groups of six pots with randomized placement of each genotype within each group (Supplementary Figure 1). Two groups of four pots were added to both ends of the bench to provide buffer. Four groups of the genotypes ended up missing two genotypes when seedlings failed after transplanting and thus were lost replicates. These plants were replaced with extra seedlings of an available genotype and treated as an additional buffer plant (Figure 1). Pots were irrigated by polypropylene irrigation lines that delivered fertigated water via an inline Dosatron (model D14, Dosatron Inc., Clearwater, FL) to 3.8 L/min emitters (one emitter per pot). A closed 227 L drum of concentrated fertilized irrigation water was prepared using municipal water, Gro-Mor fertilizer (Gro-Mor Plant Food Co., Inc., Leola, PA), and CaNO_3_ each month to supply the Dosatron. After the initiation of the deficit treatment, control blocks were watered by hand.

**Figure 1:**
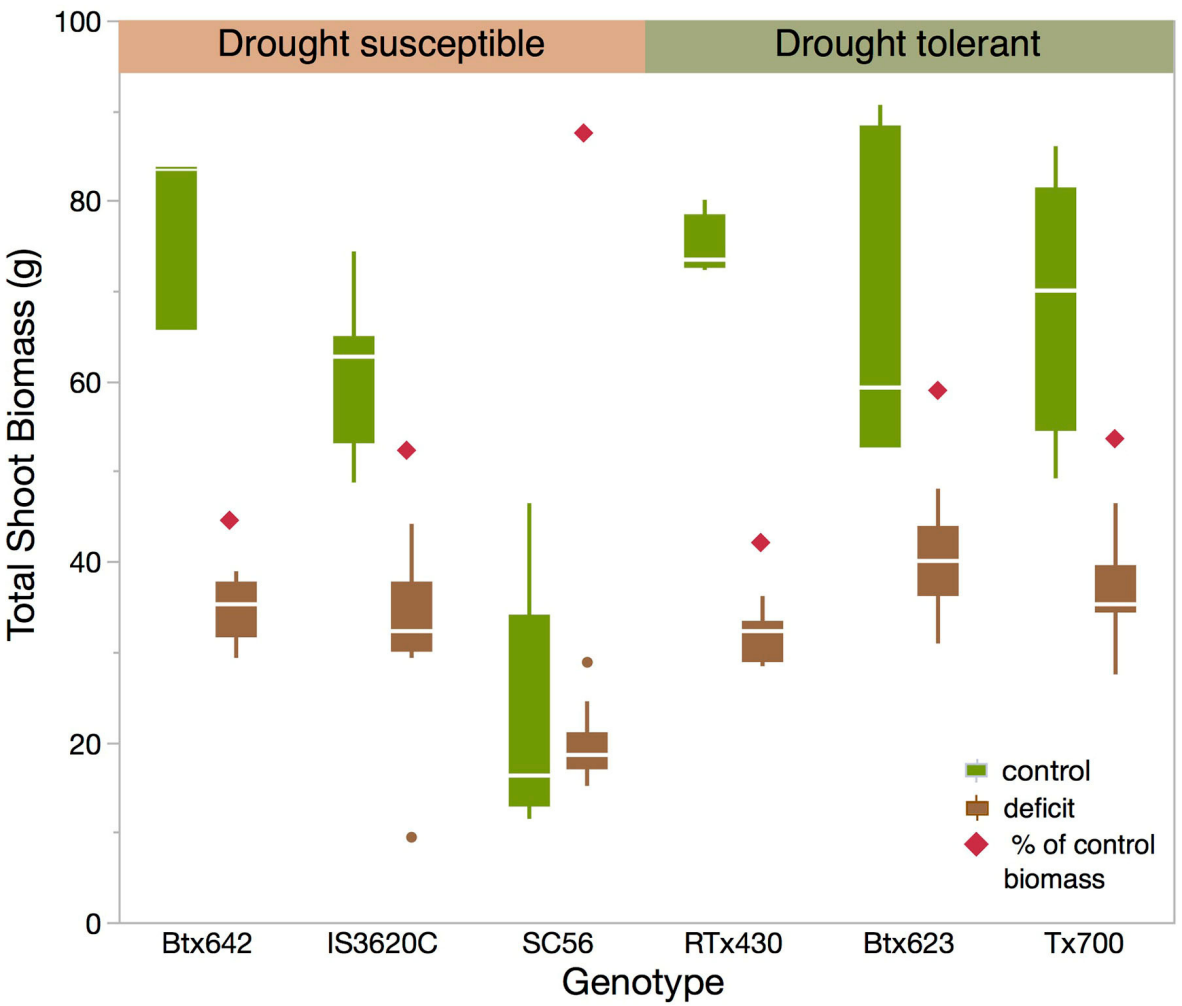
Boxplot of total shoot biomass achieved before harvest by each genotype grown either under control or deficit conditions, as well as percent deficit shoot biomass for each genotype.

### Initial Growth Conditions

Experimental plants were established and grown in well-watered, nutrient replete conditions for 8 weeks (Supplementary Figure 2). Pots were fertigated with 80 ppm nitrogen (N) solution to holding capacity each afternoon at 1,600 h. Plants were given a 14/10 h day/night regime using banks of LED lights emitting ~300 μmol photons/m^2^/s. During natural daytime, sunlight increased ambient irradiance to a maximum of 1,000 μmol photons/m^2^/s. The greenhouse air temperature was maintained at 28°C (day) and 17°C (night), and relative humidity was observed to be between 40 and 50% during the day and 60–70% at night.

### Growth Conditions During Deficit Treatments

After 8 weeks of growth at 100% replenishment of daily evapotranspiration (ET), water deficit treatments were established on March 19, 2018 (Supplementary Figure 2). Five blocks were established as controls, continuing to receive 100% ET and 80 ppm N via hand watering (Control). Control plants were weighed daily to track mean ET as it increased with plant size and for calculations of deficit watering amounts. The remaining 8 blocks were watered at 30% of control ET and 80 ppm N (Deficit). These experimental treatments were implemented for 2 weeks, after which plants were destructively measured.

### Non-destructive Measurements During Deficit Treatment

Non-destructive plant biometrics (leaf length, number of leaves, tiller length, and tiller count) were measured at the start of deficit treatments (after 8 weeks of growth) and at final harvest (after 10 weeks of growth).

Gas exchange measurements were taken during week 9 of the experiment from the following subset of treatments: 3 control blocks, 4 deficit + high N blocks, and 4 deficit + low N blocks. Measurements were made between 0800 and 1,100 h, the period when leaves were most photosynthetically active. From each plant, the 3rd collared leaf from the top was placed into a gas exchange cuvette (LI-6400–40, LI-COR Biosciences, Lincoln, Nebraska, USA), avoiding the midrib. Leaves were permitted to acclimate to conditions in the cuvette (1,200 PAR, 25°C T_leaf_, 400 ppm CO_2_, and 70% RH) for 10 min or more until the rate of photosynthesis remained constant, at which point an instantaneous measurement of maximal photosynthetic rate (A_max_) was made. Temperature and relative humidity were kept between 24.6–30.2°C and 45–86%, respectively, for all measurements.

### Re-watering Treatment and Assessment of Hydraulic Traits

Following the 2-week drought period, a subset of 72 plants was re-watered to 100% ET (19 control plants, 16 deficit plants), 50% ET (17 deficit plants), or kept dry (six control plants, six deficit plants). All 72 plants were then individually wrapped in 1 × 1.5 m bags made of reflective Mylar plastic, which excluded all light and retained all moisture, to down-regulate photosynthesis and close stomata (Holbrook, 2001). The internal pressure of the plants was allowed to equilibrate to a steady state for 1 h while covered by Mylar.

### Leaf Water Potential Determination

After the 1 h equilibration under Mylar, the *Ψ*_L_ of each plant was determined. One upper leaf (generally the 2nd collared leaf from the top) was cut from the plant, wrapped with a damp cloth, trimmed along the midrib so the midrib could be inserted through the chamber lid and transferred immediately to a Scholander pressure chamber (Model 3005, Soil Moisture Equipment Corp, Santa Barbara, CA, USA) to determine *Ψ*_L_.

### Leaf Embolism Determination

Simultaneously another leaf (generally the first collared leaf from the top) was sampled to measure incidence of leaf embolisms. The leaf was cut with a sharp pair of scissors. Adhesive was immediately applied to the cut surfaces (Loctite Liquid, Henkel, Corp., Westlake, OH, USA) to reduce air entry. Leaves were placed in sealed plastic bags and kept in a dark insulated box until *Ψ*_L_ could be measured, generally within 1 h of collection. Bagged leaves were taken to the x-ray micro-computed tomography (μCT) facility (The CSU Flint Animal Cancer Center, Colorado State University, Fort Collins, CO, USA) and scanned at ~5-μm pixel^−1^ resolution through the leaf tissue and midribs (VivaCT 80, Scanco Medical AG, Bruttisellen, Switzerland). Leaves were bundled together and scanned in one run.

Embolized vessels were clearly identifiable in the images, whereas water-filled vessels were indistinguishable from the hydrated tissues surrounding them. Sample μCT images are provided in the Supplementary Figure 3. The total number of meta- xylem vessels in each scanned leaf was determined from stained (0.01% safranin-o, Fisher Scientific, Nazareth, NJ, USA) and photographed sections taken on the same leaf sections using a Nikon SMZ-U dissecting microscope (Nikon, Tokyo, Japan). The fraction of total conductance lost was assumed equal to the number of gas-filled meta-xylem vessels (from μCT), relative to the total number of meta-xylem vessels (from photographs).

### Root Tissue Sampling for Transcriptomic Analysis

Finally, after leaf sampling, fine roots were sampled for transcriptomic analysis. An hour after re-watering, a 10 × 5 cm window was cut into the bottom third of the polypropylene pot and a large clump of fine roots extracted with sterile forceps. Fine roots were quickly rinsed to remove soil and mineral precipitates, blotted dry with a sterile Kimwipe (Kimberley-Clark Corporation, Irving, TX), and chopped roughly into 0.5 cm lengths with a sterile razor blade. Chopped roots were immediately transferred to 10 mL vials containing RNALater stabilization solution (Invitrogen, Carlsbad, CA), refrigerated for 24 h, and subsequently frozen at −80°C until extraction and sequencing. A subset of roots was reserved and frozen for assessment of root viability in dry vials.

### Root Pressure Measurements

Directly following internal plant pressure equilibration and leaf/root sampling, plants were moved to a dark room, uncovered, and the shoot removed 3 cm above the brace roots. Immediately after each shoot was removed from the plant, a pre-weighed cotton pad was placed on the cut surface of the stem to absorb root flow (sap driven by root pressure). Cotton pads were removed after 10 min and re-weighed to calculate the quantity of sap pushed out of the root system through the cut stem (“root flow rate”) (Zhang et al., 1995). Directly after measuring root flow rate, the decapitated shoot base was capped with nested sections (~2 cm) of polypropylene tubing and sealed with Loctite adhesive. The cap terminated in a 0–0.21 MPa pressure transducer (model PX26-030DV, Omega Engineering, Inc., Stamford, CT, USA) (Sperry, 1983). Root pressure measured by this transducer was then recorded for 24–48 h in total darkness via a data-logger (CR1000, Campbell Scientific, Inc., Logan, UT, USA) and the maximum pressure documented during this time was used for analyses. We note that our measured root flow rates likely overestimate the flow rates that would occur in entire intact plants because they do not include resistances associated with xylem conduits as well as extra-xylary resistances in stems and leaves.

### Plant Biomass Measurement

After all destructive measurements were performed, intact roots were removed from pots, thoroughly rinsed and collected through a 2 mm sieve to remove all soil particles. Leaves, with the exception of the leaf section used for microCT, were scanned with a LI-3100C leaf area meter (LI-COR Biosciences, Lincoln, Nebraska, USA). All plant material was dried at 60°C and weighed. Root systems were then rehydrated for 24 h and separated into coarse (> 0.15 mm in diameter) and fine roots, a subset of which was scanned and analyzed in WinRHIZO (Regent Instruments, Inc., Canada), dried and reweighted to quantify specific and total root length of each class.

### Transcriptomic Analysis of Root Tissue

After root pressure data was analyzed, samples from two genotypes, both watering treatments, and three ranges of root pressure magnitude were chosen to be processed for transcriptomic analysis. Three groups were established to carry out differential expression analysis: Control, Low (consistently watered control plants with root pressure expression < 5.0 KPa), Deficit, Low (deficit-grown plants with root pressure expression < 5.0 KPa), and Deficit, Mid (deficit-grown plants with root pressure expression between 5.0 and 10.0 KPa). Three individual plant samples were sequenced for each treatment except Control, Low, for which we only took two samples.

RNA from root tissue was extracted and sequenced by Amaryllis Nucleics (Oakland, CA) using the protocol of Townsley et al. (2015). RNA-Seq libraries were prepared using a high-throughput Illumina RNA-Seq library extraction protocol (Kumar et al., 2012). The enriched libraries were then quantified on an Analyst Plate Reader (LJL Biosystems) using SYBR Green I reagent (Invitrogen). Once the concentration of libraries was determined, a single pool of all the RNA-Seq libraries within each block was made. The pooled libraries were run on a Bioanalyzer (Agilent, Santa Clara) to determine the average product size for each pool. Each pool was adjusted to a final concentration of 20 nM and sequenced on a single lane on an Illumina Hi-Seq 2000 flow cell as 50 bp single-end reads. Any failed samples from the five blocks were run on two additional lanes.

### Analysis

Statistical analysis of plant trait responses to imposed treatments was carried out in JMP 13 (SAS Institute Inc., Cary, North Carolina USA) and in R. The dataset was split into subsets (see Table 1 notes) to evaluate specific hypotheses given the available sample sizes. Distributions of trait residuals were assessed for non-normality and transformed as needed. Traits for each ANOVA were examined for unequal variances within each treatment factor combination and the validity of differences between means with unequal variances were checked using Welch's ANOVA and, when necessary, non-parametric pair-wise comparisons using Wilcoxon's method. In all cases, non-parametric tests supported the results of initial ANOVA analyses; thus, for simplicity, the ANOVA results are reported. Finally, to visualize which traits strongly covary with root pressure, we performed a Principal Component Analysis (PCA) in R using the prcomp() function. We chose the following seven variables for the PCA based on cluster analysis (Proc VARCLUS, SAS Institute Inc., Cary, North Carolina USA) and a priori hypotheses of which traits might contribute to different drought-adaptive strategies: root pressure, green shoot biomass, number of tillers, mean tiller height, leaf water potential, ratio of fine: coarse root length and root mass fraction. Mean tiller height is a proxy for total plant height, with which it was strongly correlated in the cluster analysis.

**Table 1:** ANOVA of total biomass, leaf water potential, and root pressure magnitude by genotype, drought treatment, re-watering treatment, major root type, and interactions.

**Response variable**	**Explanatory variable**	**Nparm**	**DF**	**Sum of Squares**	**F Ratio**	**Prob > F**	**Dataset notes**
Total biomass	GENOTYPE	5	5	39436.089	30.9788	<0.0001	
Total biomass	H20_TREAT	1	1	17746.743	69.7043	<0.0001	
Total biomass	GENOTYPE^*^H20_TREAT	5	5	5796.321	4.5533	0.0009	
Leaf water potential	GENOTYPE	5	5	22.167734	1.8494	0.1206	Re-watered plants only
Leaf water potential	H20_TREAT	1	1	7.786381	3.248	0.0777	Re-watered plants only
Leaf water potential	H20_TREAT^*^GENOTYPE	5	5	7.132211	0.595	0.7038	Re-watered plants only
sqrt(Root pressure)	H20_TREAT	1	1	11.631048	3.6098	0.0657	100% and 0% rewatering levels only
sqrt(Root pressure)	REWATER(H20_TREAT)	1	1	66.425874	10.3079	0.0003	100% and 0% rewatering levels only
Root pressure (KPa)	REWATER	1	1	959.3009	6.983	0.0152	Deficit plants only
Root pressure (KPa)	GENOTYPE	5	5	1528.3695	2.2251	0.0898	Deficit plants only
Root pressure (KPa)	GENOTYPE^*^REWATER	5	5	4053.8495	5.9018	0.0015	Deficit plants only

Preprocessing of the Illumina RNASeq raw reads was done using fastp (Chen et al., 2018). Quality of the reads before and after the fastp processing was assessed using fastqc (Andrews, 2010). Reads were mapped to the *S. bicolor* genome (v.3.1.1) from the Joint Genome Institute (McCormick et al., 2018). Assembly of the transcriptome was performed using the Tuxedo Protocol (Trapnell et al., 2012). The included versions of Bowtie, TopHat and Cufflinks were 2-2.3.4.2, 2.1.1, and 2.2.1, respectively. Default parameters were used, with the exception of the following: min-intron-length 4 and max-intron-length 1,900. Intron length was chosen based on Panahi et al. (2014). Functional annotation was obtained for a subset of the transcriptome by BLASTing annotated *S. bicolor* genes to all members of the Poaceae in the NCBI Gene Database. 

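The 6 root transcriptomes analysed here came from plants of the Control Low group (libraries 40 and 57), of Deficit Low (libraries 5 and 7) and of Deficit Mid (libraries 12 and 39), as the samples are labelled. The similarity of plants within a group overlapped that of plants from different groups. The median Pearson correlation of log2 CPM (counts scaled to library size) across genes was 0.735 (range 0.627 to 0.763) over the 3 pairs of libraries that share a group. It was 0.669 (0.666 to 0.695) over the 3 pairs that share a genotype but not a group, and 0.685 (0.551 to 0.770) over the 9 pairs that share neither. The pair with the highest correlation of all, 0.770, was Deficit Mid library 39 with Control Low library 40, which differ in watering and in genotype. Only Deficit Mid library 12 and Control Low library 57 had their best match in a library that shares their group or genotype, library 39 for library 12 and library 40 for library 57. In a principal component analysis of the raw counts, the first axis held 63.0% of the variance and set Deficit Low library 5, the library with the most reads, apart from the other 5. The second axis held 18.4% and set Control Low library 40 apart. Genes are not independent replicates, and 15 pairs of 6 libraries share libraries, so no p-value was computed. The 2 libraries that the paper removed as outliers were not analysed here.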

To assess the similarity of transcriptomes within treatments, and thus the validity of choosing those treatments for differential expression analysis, we performed a PCA in the DESeq package in R on raw counts (Supplementary Figure 4). Based on this PCA, 2 outliers were removed (one each from the Deficit, Low, and Deficit, Mid treatments). Differential analysis was then performed using DESeq on the remaining six samples (two in each treatment).

We observed significant differential expression between the three treatments and subsequently searched this subset of genes for functions with possible relevance to the creation of and maintenance of elevated root pressure. We searched our functional annotation for aquaporins, membrane-bound transporters in the plasma or vacuolar membrane, enzymes involved in carbohydrate metabolism, osmotic regulation, or vascular transport, and ATPases (necessary for aquaporin gating). We further carried out a Gene Ontology (GO) enrichment analysis using topGO in R on our annotated subset of genes to illuminate broader physiological trends differentiating the three treatments.

## Results

### Genotype Response to Deficit Conditions

The six *S. bicolor* genotypes demonstrated distinct morphologies and growth potential in both control (well-watered) and drought treatments. Final total biomass varied significantly as a function of watering treatment and genotype with significant interaction between these effects (ANOVA, Table 1). All five genotypes other than SC56 produced significantly greater biomass under control conditions (88.6–115.8 g mean dry weight) than deficit conditions but did not differ significantly among one another within the control treatment (Figure 1, Tukey's HSD). SC56 under control conditions produced a mean total biomass of 33.6 ± 7.1 g, not statistically different from its total biomass under deficit (37.8 ± 4.3 g). Under deficit conditions, Tx700 (a “drought-tolerant” genotype) produced the greatest mean total biomass (79.9 ± 4.0 g), significantly >SC56 and IS3620C (58.0 ± 4.3 g, both “drought susceptible” genotypes), but not statistically different from other genotypes of intermediate performance (BTx642 = 78.1 ± 4.8 g, “susceptible”; BTx623 = 76.2 ± 4.3 g, “tolerant”; RTx430 = 62.0 ± 5.0 g, “tolerant”).

The six genotypes did not significantly vary in *Ψ*_L_ after re-watering (Table 1). Plants that received any level of re-watering (30–100% of daily ET) recovered to a statistically similar mean *Ψ*_L_ (−0.28 to −0.42 MPa), which was significantly less negative than either control plants with zero re-watering (−0.64 ± 0.053 MPa) and deficit plants with zero re-watering (−1.45 + 0.084 MPa, nested ANOVA, re-watering level nested within deficit treatment, *p* < 0.0001).

### Induction of Root Pressure by Drought

As observed in previous studies, generation of root pressure depended on the presence of ambient soil water content (Kramer, 2006; Gleason et al., 2017); thus, root pressure was only observed in plants that were re-watered prior to measurement (ANOVA, Table 1, Figure 2). *S. bicolor* grown in the well-watered (control) treatment either generated no root pressure or very little (similar to pressures observed in deficit plants that were not re-watered, up to 4.72 kPa). Plants grown in the water deficit treatment generated a range of high root pressures after re-watering (mean pressure 22.25 ± 3.21 kPa, ANOVA, Table 1, Figure 2).

**Figure 2:**
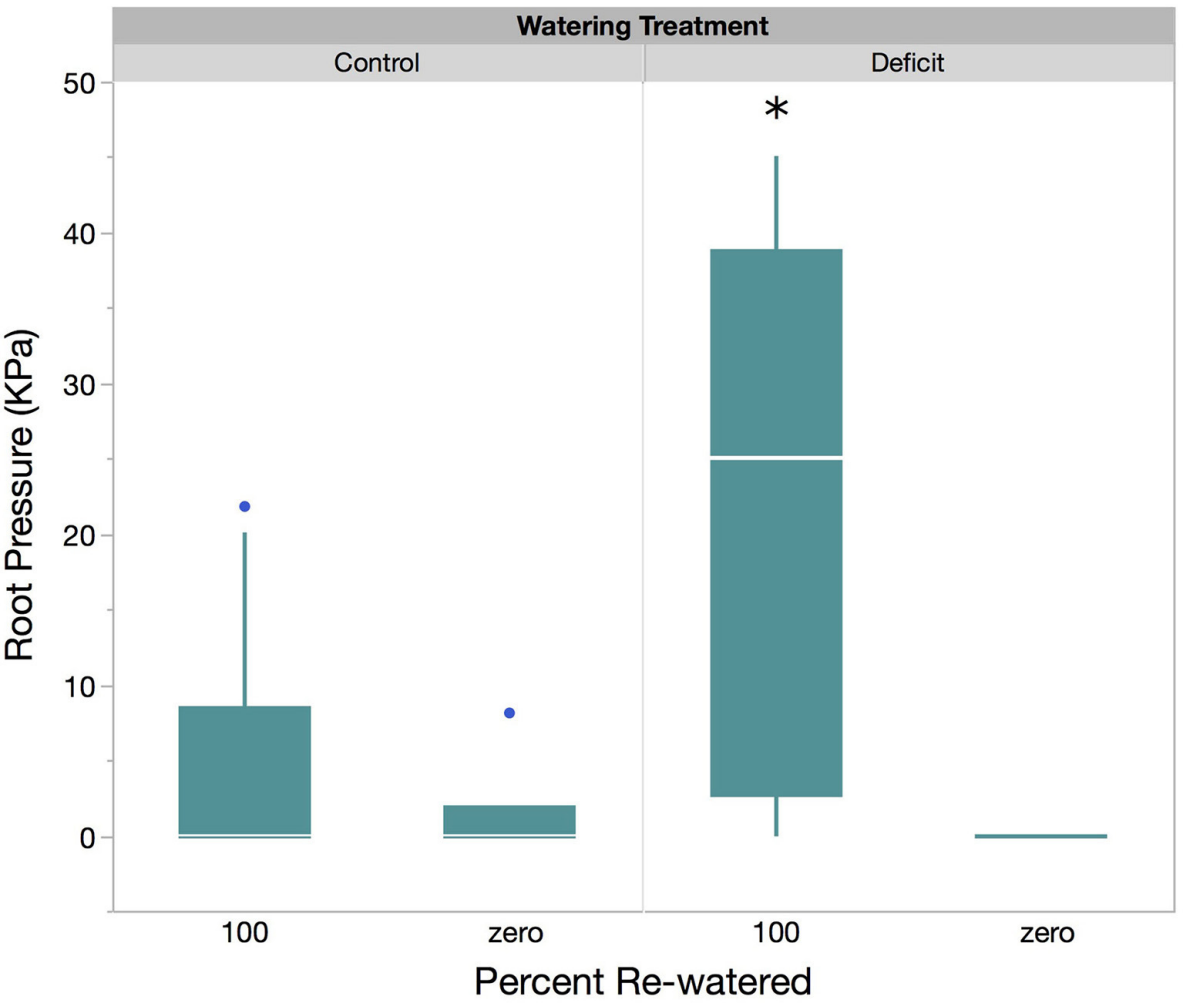
Boxplot of root pressure (KPa) measured in control plants vs. deficit plants. Directly before measurements, sample plants were re-watered with 100% of their daily evapotranspiration loss, or not re-watered at all.

Within the deficit treatments there was high variation in individual root pressure measurements, unexplained by either genotype or re-watering level (50 vs. 100% of daily ET, ANOVA, Table 1, Figure 3). There was, however, a significant interaction between genotypes and the degree of re-watering on root pressure, with each genotype showing a significantly different response to the degree of re-watering (ANOVA, *p* = 0.0015, Table 1, Figure 3). Two of the three drought tolerant genotypes showed lower root pressure generation under 100% re-watering than under 50% re-watering.

**Figure 3:**
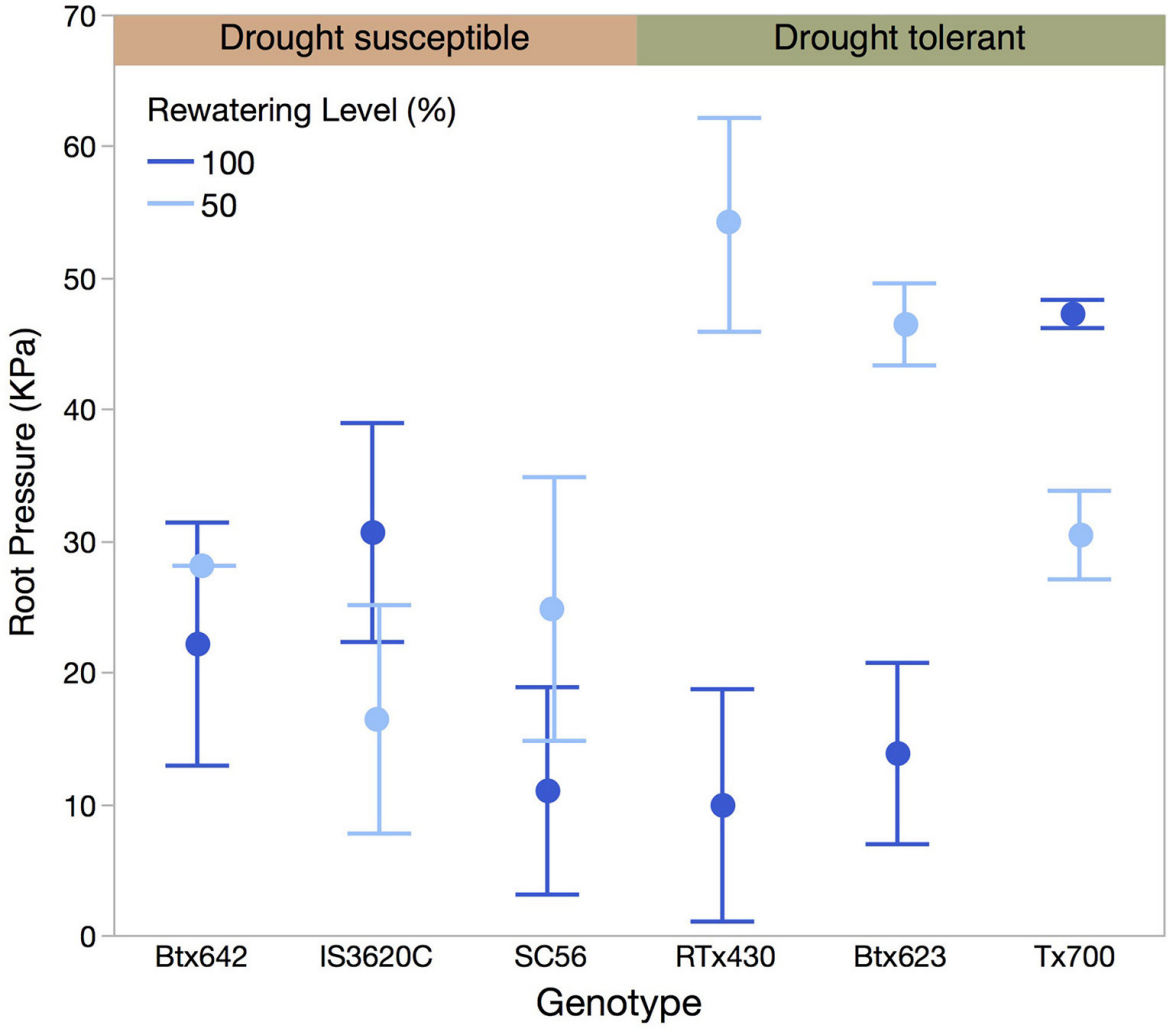
Root pressure (KPa) by genotype in samples re-watered before measurement with 50 or 100% of daily evapotranspiration loss. Error bars represent standard error.

### Relating Root Pressure to Other Plant Traits

Two principal components accounted for 62% of the total variation among seven traits in a PCA across deficit plants of all genotypes that had been re-watered (the group in which the root pressure was mainly observed). Among these components, there was a general association of greater root pressure, greater proportional investment in fine root length (greater ratio of fine:coarse root length), and larger green shoot biomass (Figure 4).

**Figure 4:**
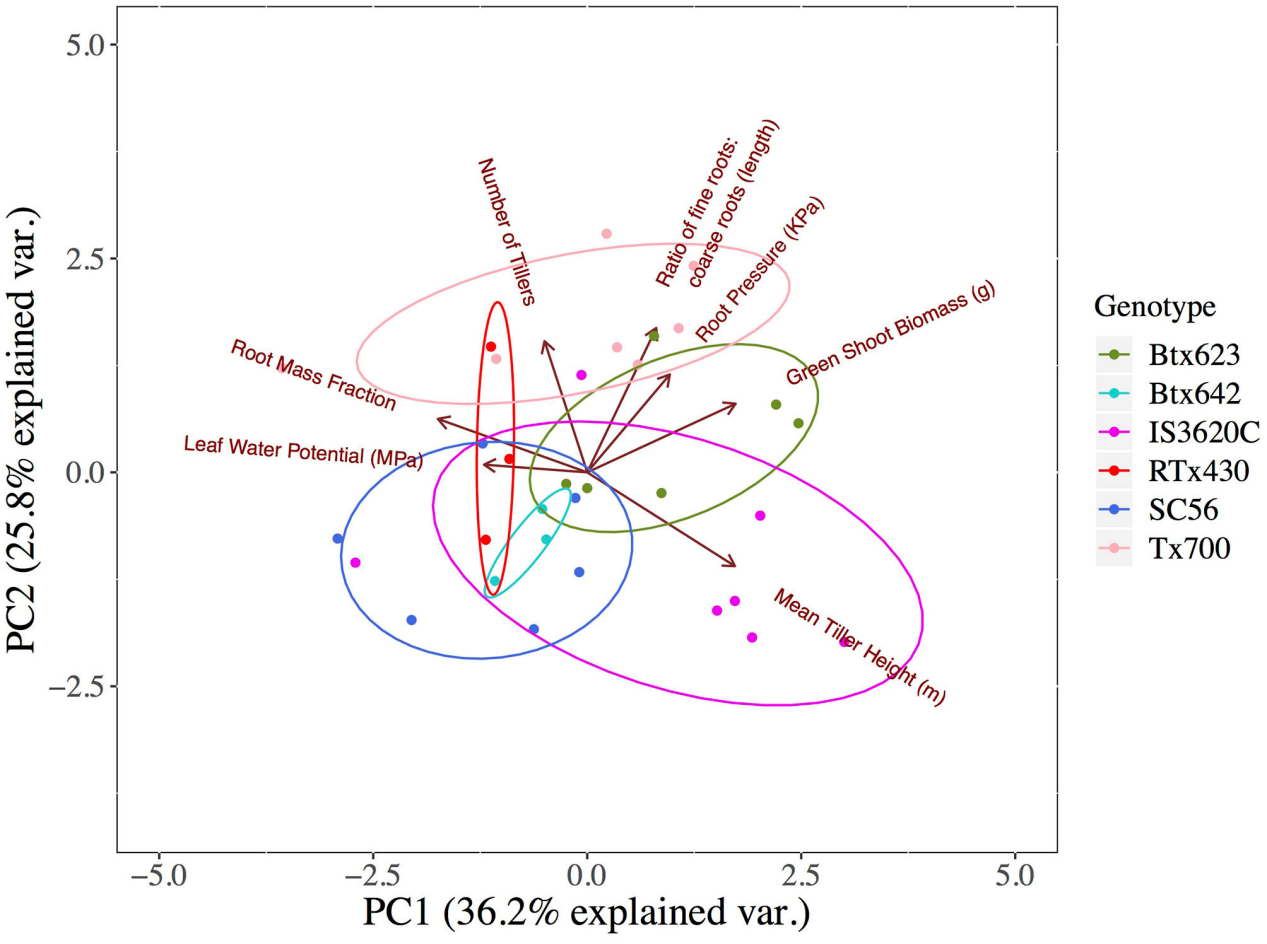
Principal component analysis of re-watered plants in the Deficit treatment. Loading arrows indicate the magnitude and direction of trait variation (7 traits) underlying the sample distribution. Ellipses indicate groupings by genotype.

Among individual correlations with this same data, greater root pressure was correlated with greater green shoot biomass, total shoot biomass, and total plant biomass (Supplementary Figure 5). There was no general individual correlation between root pressure and total root biomass, coarse or fine root biomass, *Ψ*_L_, photosynthetic rate, or number of leaf emboli (Supplementary Figure 5).

Root pressure was also correlated with root flow, the measure of the overall mass of sap exuded in the first 10 min after de-topping. Root flow was correlated with total root and coarse root biomass, total leaf area, green and total shoot biomass, and total plant biomass (Supplementary Figure 5).

Among genotypes there were qualitatively different relationships between root pressure and the proportion of fine root investment (Figure 5). Interestingly, Btx642 and IS3620C, which are both drought-susceptible genotypes from mesic central Africa, had a slight negative relationship between root pressure and proportion of fine root investment, whereas the drought-tolerant genotypes generally displayed greater root pressure with greater fine root investment (Figure 5).

**Figure 5:**
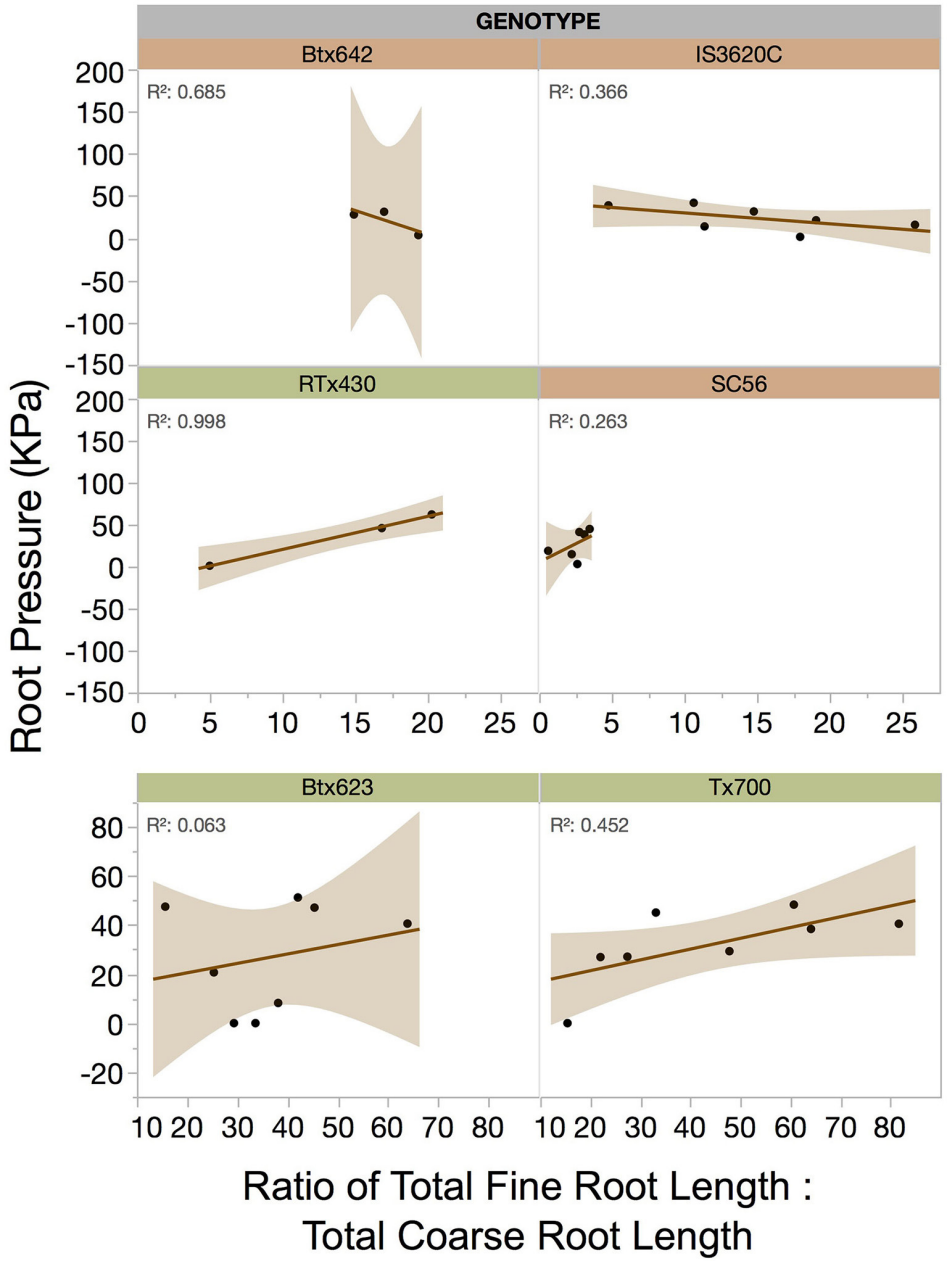
Relationship between root pressure (KPa) and the root system's relative allocation to fine roots (ratio of total fine root length to total coarse root length, unitless), by genotype. Orange genotypes (Btx642, IS3620C, and SC56) are drought susceptible, and green genotypes (RTx430, Btx623, and Tx700) are drought tolerant. Note that Btx623 and Tx700 (bottom panels) have much higher proportions of fine roots than the other genotypes. Dotted regression lines indicate non-significant relationships.

### Transcriptomic Profiling of Root Pressure Expression

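Root pressure is the positive pressure that living roots build up in the xylem, and the RNA sequenced here came from the roots of plants grouped by it. Roots of 6 sorghum plants were sequenced as 50 bp single-end reads, 2 plants in each of 3 groups. The Control Low plants (libraries 40 and 57) were irrigated at 100% of evapotranspiration, and the Deficit Low (libraries 5 and 7) and Deficit Mid plants (libraries 12 and 39) at 30% for 2 weeks. By the paper's methods, roots were taken 1 hour after re-watering. The Deficit groups therefore stand for drought followed by re-watering, not for drought alone. Root pressure was below 5 kPa in both Low groups and from 5 to 10 kPa in Deficit Mid. By the sample labels, libraries 7, 40 and 57 are of genotype BTx623, libraries 5 and 39 of IS3620C and library 12 of SC56, while the methods speak of 2 genotypes. Control Low therefore held only BTx623 and Deficit Mid none, so that group and genotype were not separated. The labels and the paper's Supplementary Tables 1–3 differ on which Deficit plants were which. DESeq2 with the labels as given came within 0.05 of the listed log2 fold change for 1 of 278, 1 of 422 and 0 of 684 genes. With the labels of the Deficit groups exchanged, so that libraries 12 and 39 stood for Deficit Low, it did so for 1382 of 1384. Groups are named here by the sample labels, and library numbers are given so that directions can be read under either labelling. The authors screened the reads with fastp, mapped them with Bowtie and TopHat to version 3.1.1 of the sorghum genome and deposited a table of raw read counts per gene. The tool that counted the reads and its strand setting are not given in the sources used here. Reads assigned to genes numbered 10603489 and 7049595 in Control Low (libraries 40 and 57), 13619414 and 5323132 in Deficit Low (libraries 5 and 7), and 6203138 and 9430376 in Deficit Mid (libraries 12 and 39). Their mean was 8.70 M, and all values here use these assigned reads. The table lists reads that aligned to several places apart from the genes, and they were not used. The counts were normalized by TMM, and edgeR's quasi-likelihood test compared the groups in 1 model of all 6 libraries, with 3 residual degrees of freedom and a biological coefficient of variation of 1.06. It covered 23160 genes and called a gene at an adjusted p under 0.1, the limit of the paper's tables. Each library is 1 plant.

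**Figure D1:**
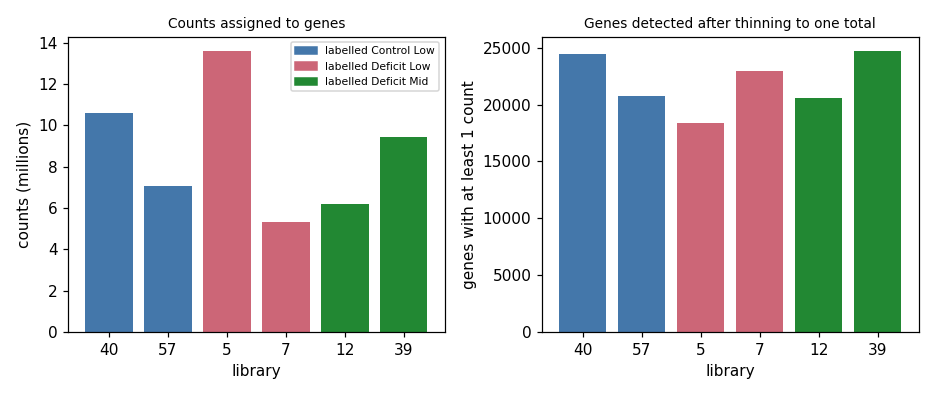
Reads assigned to genes in each library, in M (left), and number of genes with at least 1 count after every library was thinned at random to the smallest total (right). Bars are single libraries, coloured by the group on the label. Deficit Low library 5 has the most reads, 13619414, and the fewest genes detected, 18429, while Deficit Mid library 39 has the most genes detected, 24747.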

After screening for data quality, we retained an average of 24.6 million reads per sample for use in transcriptome profiling. RNA sequencing provided a rich dataset of both unknown and annotated expressed genes. The data discussed in this publication were deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE152143 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152143). 

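Reads fell on 28954 of the 34129 sorghum genes in the deposited count table. Control Low libraries 40 and 57 detected 24908 and 20867 genes, Deficit Low libraries 5 and 7 detected 18784 and 22932, and Deficit Mid libraries 12 and 39 detected 20664 and 25110. A description from the best matching grass protein stands beside 28352 genes in the authors' second table, and 19698 of the genes tested had one. Gene families of water and solute transporters were measured in most of their members, while of the suberin and Casparian strip genes 22 of 54 were tested. The tested genes included 23 of 37 annotated aquaporins, which are membrane channels for water and small solutes, 35 of 43 WAT1-related transporters, 27 of 33 proton pumps, 35 of 49 potassium channels and transporters and 40 of 63 sugar transporters. Of the enzymes that release sugars, 10 of 19 amylases and 10 of 14 beta-galactosidases were tested. In the family of pathogen defense proteins, 50 of 90 chitinases and pathogenesis-related proteins were tested, together with 218 of 298 disease resistance genes. These lists were rules on the descriptions fixed before the counts were examined. Several cover families that the paper names from these same libraries, so those were not chosen independently of its results.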

Of 91,978 total transcripts, 47,122 were annotated in the *S. bicolor* genome. Further functional annotation using known genes in the greater Poaceae was obtained to add context to differentially expressed genes between treatments. There were 278 differentially expressed genes between deficit low and control low, 158 of which were down-regulated. 

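The genes that edgeR called between libraries 5 and 7 (labelled Deficit Low) and Control Low were mainly read many times in one group and not at all, or almost not, in the other. Smaller changes could hardly pass. In simulated counts, edgeR recovered 2% of genes changed 4-fold and 40% of those changed 16-fold between Deficit Mid and Control Low. In edgeR's test 19 genes passed, 7 higher and 12 lower in Deficit Low, and 7 of them have an informative description. MADS-box transcription factor 55 (Sobic.010G085400, chromosome 10 from 7299378 to 7306910), of a family of developmental regulators, rose to 219 ± 42.7 CPM (counts scaled to library size by TMM; SD, n = 2) from 1.52 ± 0.0977 in Control Low (log2 fold change 7.16, standard error 0.97, adjusted p = 0.0565). The IQ domain-containing protein IQM4 (Sobic.002G240400), of a calmodulin-binding family, had 2368 reads in the Deficit Low libraries against 2 in Control Low, a ratio of 1111 with a 95% counting interval of 307 to 9178 (adjusted p = 0.0565). FAR1-RELATED SEQUENCE 5 (Sobic.003G250220), of a family of transcription factors that descend from transposases, had 1283 reads against 1, a ratio of 1204 (216 to 47582, adjusted p = 0.0580). A putative disease resistance RPP13-like protein 3 (Sobic.007G060900) was at least 393-fold higher (adjusted p = 0.0616). Lower in Deficit Low, where they had 0 reads, were Peroxisomal membrane protein 13 (Sobic.002G035900, at least 676-fold, adjusted p = 0.0554), FAR1-RELATED SEQUENCE 3-like (Sobic.003G191350, at least 266-fold, adjusted p = 0.0565) and BTB/POZ and TAZ domain-containing protein 3 (Sobic.010G135250, at least 307-fold, adjusted p = 0.0611). Of the genes with no informative description, Sobic.005G003500 was higher (log2 fold change 9.74, standard error 1.34, adjusted p = 0.0580) and Sobic.010G036301, with 0 reads, at least 1611-fold lower (adjusted p = 0.0554). These bounds set a group at 0 to 3 reads in all, and they and the intervals cover counting error only. At an unadjusted p under 0.05 there were 757 genes, and DESeq2 called 422, 124 higher and 298 lower, among them all 19. Leaving out any single library gave more calls, also where that library was in neither group compared, and the 19 were among them each time. Each of these fits leaves 1 library in a group and thereby loosens the filter on low counts. Here and below, genes that pass without a single library are therefore no evidence that a difference holds. EdgeR called 0 with genotype as a covariate (1755 at an unadjusted p under 0.05), 0 with only the 2 groups in the fit (545) and 0 among the 12198 genes with at least 10 counts in every library (319). The fit with genotype, here and below, takes its spread from Control Low libraries 40 and 57 alone, so its 0 calls do not decide whether genotype explains the calls.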

422 genes were differentially expressed between deficit mid and control low, 298 of which were down-regulated. 

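Between libraries 12 and 39 (labelled Deficit Mid, listed as Deficit Low in the paper's tables) and Control Low, 3 genes passed edgeR's test, all with an adjusted p of 0.0928. A METAXIN of the mitochondrial outer membrane import complex (Sobic.001G064200, chromosome 1 from 4830155 to 4836030), which takes part in the import of proteins into mitochondria, was at least 1423-fold lower, with 0 reads in the Deficit Mid libraries and 303 ± 245 CPM (SD, n = 2) in Control Low. A gene described only as a predicted protein (Sobic.003G256600, chromosome 3 from 59463910 to 59469959) was at least 337-fold lower. IQM4 (Sobic.002G240400, chromosome 2 from 63028556 to 63038114) was higher, with 3485 reads against 2, a ratio of 1907 with a 95% counting interval of 528 to 15755. IQM4 thus rose in both Deficit groups relative to the controls. The unadjusted p was under 0.05 for 680 genes. DESeq2 called 283, 121 higher and 162 lower, including these 3. In simulated counts with no change in any gene, 10 draws of this comparison gave 0 to 4 calls with edgeR and 166 to 281 with DESeq2. About as many calls can thus arise with no change, and a call by DESeq2 alone is weak evidence. Leaving out any single library again gave more calls, the 3 genes among them, with the same looser filter on low counts. EdgeR called 0 genes with genotype as a covariate (3991 at an unadjusted p under 0.05) and 0 among genes with at least 10 counts in every library (414), while with only the 2 groups in the fit it called 4, of which 1 is among the 3.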

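In the fit of all 6 libraries, more genes passed the test between the Deficit groups than between either of them and the controls. With only the 2 compared groups in the fit this order was lost (0 between the Deficit groups, 4 between Deficit Mid and Control Low). Between libraries 12 and 39 (labelled Deficit Mid, listed as Deficit Low in the paper's tables) and libraries 5 and 7 (labelled Deficit Low), 33 genes passed edgeR's test, 19 higher and 14 lower in libraries 12 and 39. Of these, 11 have a description other than uncharacterized, which for 1 is only predicted protein. Higher in libraries 12 and 39, and at 0 reads in libraries 5 and 7, were Peroxisomal membrane protein 13 (Sobic.002G035900, at least 431-fold, adjusted p = 0.0316), FAR1-RELATED SEQUENCE 3-like (Sobic.003G191350, at least 514-fold, adjusted p = 0.0316), the receptor-like protein EIX2 (Sobic.007G080780, at least 299-fold, adjusted p = 0.0876), whose tomato namesake perceives a fungal xylanase, and BTB/POZ and TAZ domain-containing protein 3 (Sobic.010G135250, at least 187-fold, adjusted p = 0.0669). Lower in libraries 12 and 39 was the cytochrome P450 72A15 (Sobic.003G228000, chromosome 3 from 56550939 to 56554831), an oxidase of small molecules, at 0.351 ± 0.497 CPM (SD, n = 2) against 180.0 ± 99.3 (log2 fold change −8.80, standard error 1.29, adjusted p = 0.0491). MADS-box transcription factor 55 (Sobic.010G085400) was lower there as well (log2 fold change −7.14, standard error 0.97, adjusted p = 0.0322). METAXIN (Sobic.001G064200) was at least 1361-fold lower (adjusted p = 0.0316), a thrombospondin type-1 domain-containing protein (Sobic.003G217566) at least 258-fold lower (adjusted p = 0.0931) and the predicted protein Sobic.003G256600 at least 317-fold lower (adjusted p = 0.0316). A zinc finger BED domain-containing protein (Sobic.007G072133) had 3 reads against 2491, 712-fold fewer with an interval of 243 to 3454 (adjusted p = 0.0491), and a CBBY-like protein (Sobic.008G183700) had 2 against 1193, 511-fold fewer with an interval of 141 to 4227 (adjusted p = 0.0663). Among the genes that are uncharacterized or have no match, Sobic.010G036301 was at least 2999-fold higher and Sobic.005G003500 at least 1455-fold lower (adjusted p = 0.0316 for both), and Sobic.001G195600 was lower (log2 fold change −10.79, standard error 1.78, adjusted p = 0.0817). An unadjusted p under 0.05 was found for 1126 genes, and DESeq2 called 684, 417 higher and 267 lower in libraries 12 and 39, the 33 among them. Fits without a single library gave more calls here too, with the 33 among them, under the same looser filter. EdgeR called 0 with genotype as a covariate (3356 at an unadjusted p under 0.05), 0 with only the 2 groups in the fit (871) and 0 among genes with at least 10 counts in every library (618).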

Finally, 684 genes were differentially expressed between deficit mid and deficit low treatments, 417 of which were down-regulated. Differential expression tables are available in supplemental information (Supplementary Tables 1–3). Of these many genes, only seven genes of interest were identified: XP_002445047.2 aquaporin NIP3-2, XP_021314143.1 beta-galactosidase 4 isoform X1, WAT1-related protein At2g40900, XP_021316558.1 salt stress-induced protein, XP_015614593.1 beta-amylase 3, XP_002453072.1 aquaporin PIP1-5, and XP_002452133.1 plasmodesmata callose-binding protein 2 (Figures 6A–G). 

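The genes of interest fell into groups by where their reads were found. Of the 10 genes that match the names in the paper's text and figures, 5 had 0 reads in both plants of a group and 5 were read in every group. Sobic.005G017566 and Sobic.005G017700 share the name salt stress-induced protein and are both counted. None of the 10 passed edgeR's test over all genes in any of the 3 comparisons (lowest adjusted p = 0.316), while all 10 had an unadjusted p under 0.05 in at least 1 comparison and all 10 were called by DESeq2 in at least 1. The aquaporin PIP1;5 was the most abundant of them, at 299.6 and 513 CPM in Control Low libraries 40 and 57. The salt stress-induced protein Sobic.005G017566 had at most 6.78 CPM in any library. Plants of one group differed widely for several genes. The plasmodesmata callose-binding protein 2 stood at 13.9 CPM in Deficit Low library 5 and at 117 in Deficit Low library 7, and the WAT1-related protein At2g40900 at 18.5 CPM in Deficit Mid library 12 and 163 in Deficit Mid library 39. The genes were chosen by the paper on these same libraries, so their differences are not independent evidence.

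**Figure D2:**
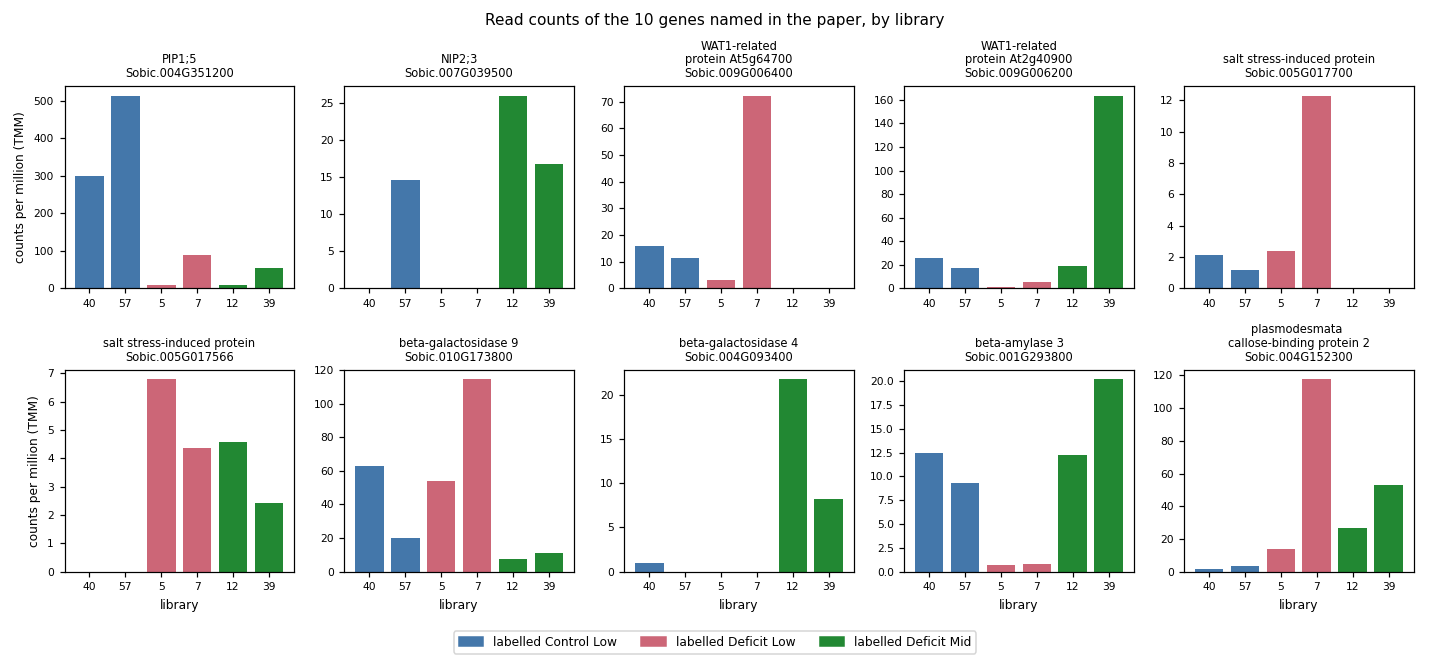
CPM (counts scaled to library size by TMM) of the 10 genes that match the names in the paper. Each bar is 1 library (1 plant), coloured by the group on its label, and each panel has its own vertical axis from 0. NIP2;3 and beta-galactosidase 4 have no reads in libraries 5 and 7, the WAT1-related protein At5g64700 and the salt stress-induced protein Sobic.005G017700 none in libraries 12 and 39, and the salt stress-induced protein Sobic.005G017566 none in libraries 40 and 57.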

The top ten GO enrichment terms are available for each treatment comparison in Supplementary Tables 4–6. Other than general cell housekeeping functions, Deficit Low had three differentially expressed “drug transmembrane transport” genes (GO:0006855) in contrast to Control Low. 

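The term for drug transmembrane transport covers MATE transporters, named DETOXIFICATION proteins in plants, which move organic cations and acids out of the cytosol. DETOXIFICATION 21 (Sobic.005G020700, chromosome 5 from 1915479 to 1920800) had 0 reads in both Control Low plants and 5 and 119 reads in libraries 5 and 7 (labelled Deficit Low, listed as Deficit Mid in the paper's tables). DETOXIFICATION 33 (Sobic.001G273000) stood at 0 and 0.396 CPM in libraries 5 and 7 against 3.18 and 11.7 in Control Low libraries 40 and 57. DESeq2 called both, DETOXIFICATION 21 as higher (adjusted p = 0.00315) and DETOXIFICATION 33 as lower (adjusted p = 0.0904). Over the whole family, 35 of 44 annotated members were tested, with a median log2 fold change of −0.35 between Deficit Low and Control Low, and 15 of them were above 0. None of the 35 passed edgeR's test over all genes or adjusted over the list alone (1 higher and 2 lower at an unadjusted p under 0.05). The family as a list did not pass limma's camera test (adjusted p = 0.610), whose direction turned to higher without library 5 (adjusted p = 0.913). By the values in its tables, the paper's Deficit Low stands for libraries 12 and 39 (labelled Deficit Mid), so the values above do not test its statement. In those libraries against Control Low, 2 of the 35 members passed edgeR's test as higher when adjusted over the list alone. DESeq2 called 2 as higher there. Over all genes edgeR called 0 of them, 17 were above 0, and the family did not pass the camera test (adjusted p = 0.647). DETOXIFICATION 21, 33 and 40 were named after their values were seen.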

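MATE transporters and thioredoxins were compared between the Deficit groups. Among the MATE transporters, DETOXIFICATION 40 (Sobic.001G185800, chromosome 1 from 15885791 to 15892336) stood at 129 ± 17.2 CPM (SD, n = 2) in libraries 12 and 39 (labelled Deficit Mid, listed as Deficit Low in the paper's tables) and at 8.04 ± 6.84 in libraries 5 and 7 (labelled Deficit Low), a log2 fold change of 4.02 (standard error 1.07, adjusted p = 0.464). DESeq2 called 4 members of this family, DETOXIFICATION 40, 33, 27 and 16-like, all higher in libraries 12 and 39. Of the 35 MATE transporters tested, 24 had a log2 fold change above 0 (median 0.63), 0 passed edgeR's test over all genes or adjusted over the list alone, and 4 were higher at an unadjusted p under 0.05. Thioredoxins and glutaredoxins reduce disulfide bonds in proteins and so belong to cell redox homeostasis. HCF164 (Sobic.001G077300), a thioredoxin-like protein of the chloroplast, was at least 48.6-fold higher in libraries 12 and 39, with 0 reads in libraries 5 and 7 (adjusted p = 0.712), and thioredoxin F (Sobic.009G043000) had a log2 fold change of 4.196 (standard error 1.66, adjusted p = 0.940). DESeq2 called these and the glutaredoxins C3 and S12, all higher, out of 58 tested members of which 36 were above 0 (median 0.27), and edgeR called 0 over all genes and adjusted over the list alone (4 higher at an unadjusted p under 0.05). Between libraries 12 and 39 and Control Low, DETOXIFICATION 21 (Sobic.005G020700) was at least 208-fold higher, with 569 reads against 0 (adjusted p = 0.819), and DETOXIFICATION 40 had a log2 fold change of 3.64 (standard error 1.05, adjusted p = 1). Adjusted over the list alone, 2 MATE transporters passed as higher there. Neither family passed the camera test between the Deficit groups (adjusted p = 0.276 for MATE transporters and 0.964 for thioredoxins), but MATE transporters passed without Deficit Mid library 12 (adjusted p = 0.0280), and the direction for thioredoxins turned without library 7 or 12. With libraries left out in turn, DETOXIFICATION 40 passed edgeR's test between the Deficit groups without library 7, 40 or 57 (adjusted p = 0.0204, 0.0458 and 0.0361), and against Control Low without library 5 or 7 (adjusted p = 0.0621 and 0.0576), as DETOXIFICATION 21 did without library 5, 7, 12 or 57 (adjusted p = 0.00684, 0.0144, 0.0252 and 0.0870).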

Deficit Mid again showed enrichment in “drug transmembrane transport” genes, as well as “cell redox homeostasis” (GO: 0045454), compared to Deficit Low. Deficit Mid samples showed significant overexpression of pathogen defense responses compared to Control Low (GO:0050832, GO:0042742, GO:0006952, GO:0006032, GO:0016998).

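Chitinases and pathogenesis-related proteins, which plants make against fungi and other pathogens, fell in libraries 5 and 7 (labelled Deficit Low) relative to Control Low. Of 50 members tested, 38 had a log2 fold change below 0 between Deficit Low and Control Low, with a median of −2.56 (−2.54 with genes at 0 set to their bound), and the list fell in the camera test (adjusted p = 2.44e-05, but adjusted p = 0.887 with an estimated correlation). Pathogenesis-related protein 1 (Sobic.001G400900, chromosome 1 from 68639570 to 68640518), a marker of the salicylic acid response, was at least 381-fold lower in Deficit Low, where it had 0 reads (adjusted p = 0.235). The thaumatin-like pathogenesis-related protein 4 (Sobic.008G182800) was at least 304-fold lower (adjusted p = 0.268). An acidic endochitinase (Sobic.003G244600, chromosome 3 from 58393939 to 58395378), an enzyme that cuts the chitin of fungal walls, stood at 147 ± 15.1 CPM (SD, n = 2) in Control Low, at 20.1 ± 12.9 in libraries 12 and 39 (labelled Deficit Mid, listed as Deficit Low in the paper's tables) and at 5.32 ± 5.57 in libraries 5 and 7. Its log2 fold change against Control Low was −2.87 (standard error 1.00, adjusted p = 1) in Deficit Mid and −4.76 (standard error 1.09, adjusted p = 0.395) in Deficit Low. In Deficit Mid against Control Low, 33 of the 50 members were below 0, the median was −1.001 and the list did not pass (adjusted p = 0.499). DESeq2 called 1 member in this comparison, chitinase 6-like (Sobic.004G208700), as higher, and edgeR called 0 over all genes and adjusted over the list alone (1 higher and 3 lower at an unadjusted p under 0.05). Between the Deficit groups the list rose in libraries 12 and 39 (median 1.37, or 1.13 with genes at their bound, 35 members above 0, adjusted p = 0.0290, but adjusted p = 0.969 with an estimated correlation). Over all genes edgeR called 0 members in any of the comparisons. Adjusted over the list alone it called 7 lower in Deficit Low than in Control Low, of 12 at an unadjusted p under 0.05, and 3 higher in Deficit Mid than in Deficit Low, of 7, while DESeq2 called 8 and 5. The difference from Control Low rested on library 40, in which Sobic.001G400900 stood at 95.3 CPM against 7.39 in library 57. Without library 40 the list's median was 0 and its adjusted p 0.299, without library 5 the adjusted p was 0.119, without library 7 the median was −5.85 (adjusted p = 0.0872), and the rise between the Deficit groups did not pass without library 5, 7 or 39 (adjusted p = 0.266, 0.410 and 0.302) or with no filter on low counts (adjusted p = 0.104). The genes named were chosen after their values were seen. Without single libraries they came past the limit of edgeR's test in Deficit Low against Control Low, with adjusted p of 0.0352, 4.2e-05, 0.00446 and 0.000172 without library 7, 12, 39 or 57 for Sobic.001G400900, 0.0414, 0.000212, 0.00625 and 0.00535 for Sobic.008G182800, and 0.0168, 0.0501, 0.00787, 0.0559 and 0.0488 without library 5, 7, 12, 39 or 40 for the endochitinase, which also passed in Deficit Mid without library 5 (adjusted p = 0.0889).

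**Figure D3:**
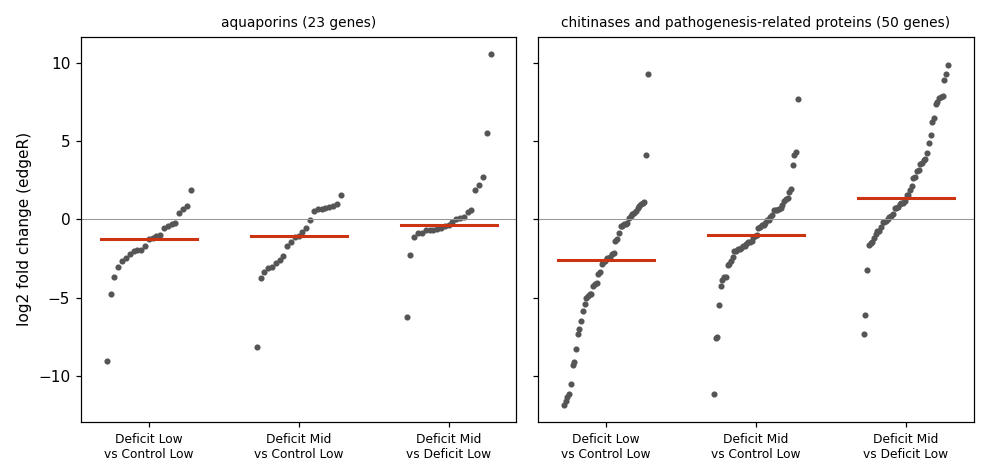
Log2 fold change from edgeR of each tested member of 2 gene families, aquaporins (left) and chitinases and pathogenesis-related proteins (right), in the 3 comparisons as labelled. Each point is 1 gene, the red line is the median, and the fitted value of a gene at 0 reads in a group depends on the prior. The median of the chitinases and pathogenesis-related proteins lies at −2.56, −1.001 and 1.37.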

**Figure 6:**
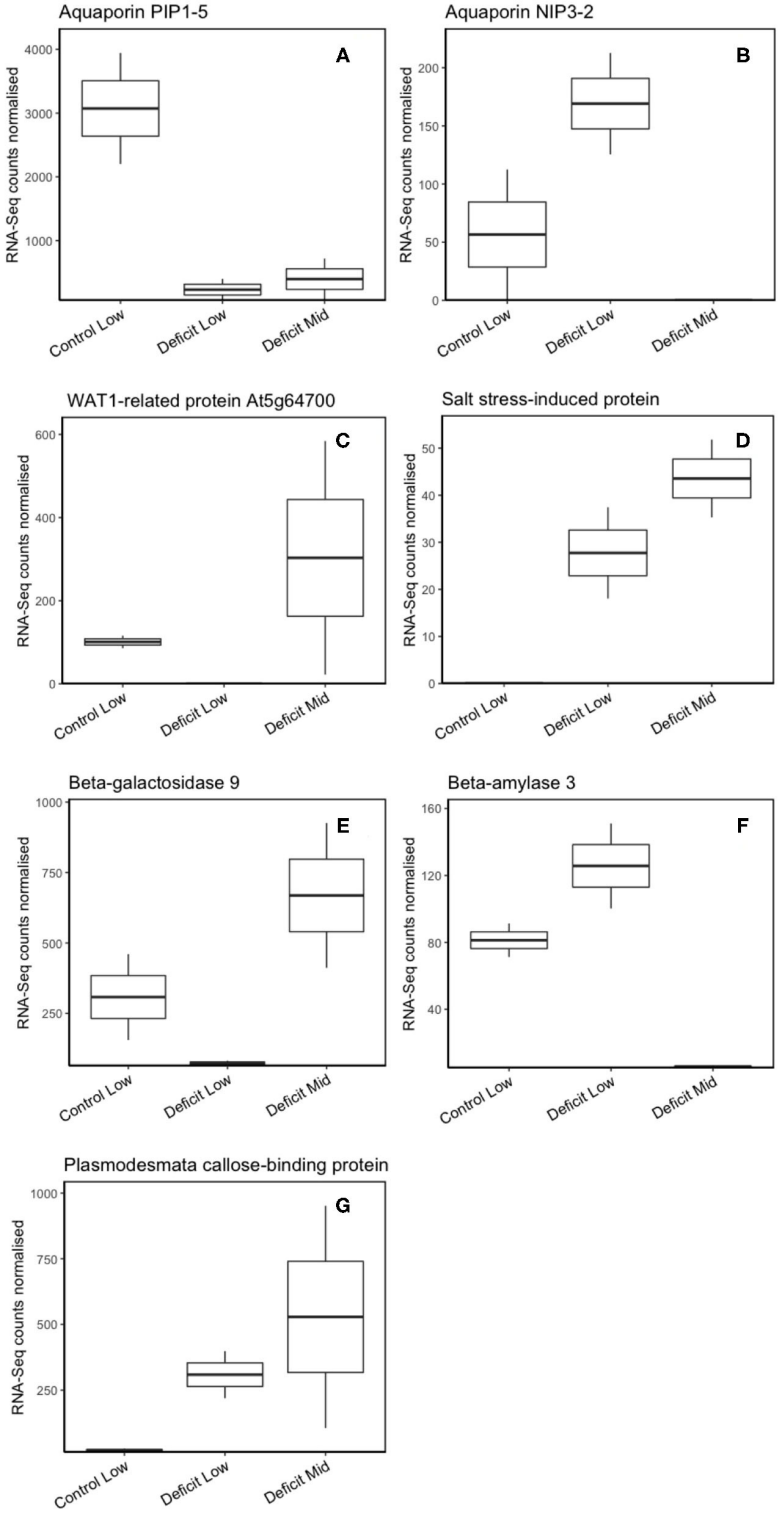
Normalized RNA-Seq counts of gene transcripts in each of three treatment groups (Control Low, Deficit Low, and Deficit Mid) for the following differentially-expressed genes: **(A)** PIP1;5, **(B)** NIP2;3, **(C)** WAT1-related protein Atg64700, **(D)** Salt stress-induced protein, **(E)** Beta-galactosidase 9, **(F)** Beta-amylase 3, **(G)** Plasmodesmata callose-binding protein.

## Discussion

The clearest result of this study is that sorghum requires prior exposure to drought to generate root pressure. Other studies have found that pre-exposure to drought increased root pressure (Stiller et al., 2003; Barrios-Masias et al., 2015) but in this study, re-watered individuals in the control group did not produce significant root pressure (> 5 kPa, Figure 2). This suggests that the experience of drought is a required trigger for the mechanisms that generate root pressure, at least in sorghum, although root pressure may still be constitutive or diurnal after priming by drought.

Interestingly, beyond partial re-watering following drought exposure, the magnitude of root pressure did not continue to increase with more re-watering across all genotypes (Figure 3). The significant interaction between genotype and re-watering level indicates that there could be genotype-specific responses depending on water availability, but root pressure is not consistently related to re-watering quantity after drought across different genotypes. Thus, soil water content either does not drive root pressure by a linear or exponential function in sorghum as it did for *Zea mays* in Gleason et al. (2017), or the threshold for re-watering is substantially lower either for sorghum in general or specifically in response to the treatments applied in this study. The lower root pressure in two drought tolerant genotypes in response to 100% re-watering compared to 50% re-watering is particularly notable, suggesting that the generation of root pressure was inhibited, and worth further study.

Interestingly, very few biometric and no physiological traits were correlated with root pressure magnitude. Root pressure was too variable, even within genotypes, to be statistically explained by re-watering amounts or root traits. There may be genotype-specific positive relationships between fine root allocation and root pressure, but these remain largely qualitative (Figure 5). An exception was the genotype SC56, which had very small relative fine root investment but produced root pressure magnitudes equal to those of much larger plants with higher fine root allocation. Other studies have predicted that total bulk tissue quantity could contribute to maintenance of root, stem, or leaf pressure via tissue capacitance (Gleason et al., 2014; McCulloh et al., 2014). In this study, root pressure was significantly correlated with green shoot biomass, total shoot biomass, and total plant biomass but not root biomass, which is theoretically a major source of tissue water available to drive root pressure. The significant correlations of root pressure with total and aboveground green biomass, furthermore, suggests an agricultural yield benefit associated with increased root pressure under drought conditions (Figure 4, Supplementary Figure 5).

The specific adaptive function of root pressure in sorghum remains unclear. The magnitude of root pressures measured in the re-watered deficit treatment would be sufficient to pressurize a 6-m tall plant in the absence of transpiration, indicating that root pressure could refill daily embolisms in drought stressed plants (Comstock and Sperry, 2000). However, while photosynthetic rates measured prior to re-watering were correlated with leaf xylem embolism, the magnitude of root pressure did not correlate with either photosynthesis or the number of embolisms. Given the low variation in embolism counts (between 0 and 2 embolisms per leaf cross section) and the lack of difference between number of embolisms in the control and deficit treatments, it is possible that leaf xylem embolism is not a major issue for *S. bicolor*. It is also possible that deficit plants experienced greater numbers of embolisms prior to re-watering, and that 1 h at 50% ET constituted near-full refilling and recovery. It remains an important question whether root pressure is involved in embolism recovery in sorghum.

Exploratory transcriptomic analyses suggested a set of differentially-expressed genes between our three root pressure magnitude/watering treatments that could be involved in the creation of root pressure. The vast majority of these transcripts are of unknown function or code for cell housekeeping functions, pathogen defense, and synthesis of secondary metabolites. 

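Genes that DESeq2 called between groups carried a description other than uncharacterized about as often as not. Of the genes called by DESeq2, 211 of 422 had one between Deficit Low (libraries 5 and 7) and Control Low, 146 of 283 between Deficit Mid (libraries 12 and 39, listed as Deficit Low in the paper's tables) and Control Low and 354 of 684 between the Deficit groups. The others were named uncharacterized (125, 77 and 204 genes) or had no match (86, 60 and 126). The same shares over all genes are not given here, so these are no trait of the called genes. Calls by DESeq2 alone are weak evidence. Over all genes with an adjusted p, DESeq2 called 422 of 20613, 283 of 19501 and 684 of 21725 in the same order. Disease resistance genes of the NLR family, receptors inside the cell that recognise pathogens, were the largest family among the lists. DESeq2 called 5 of them higher and 7 lower in Deficit Low than in Control Low, 6 and 4 in Deficit Mid than in Control Low, and 5 and 4 in libraries 12 and 39 (labelled Deficit Mid) than in libraries 5 and 7 (labelled Deficit Low), of 218 tested, and edgeR called 1. An NLR gene described as disease resistance protein RPM1 (Sobic.005G072000) was higher than in Control Low in both Deficit groups in DESeq2 (adjusted p = 9.56e-05 and 0.00113). Cytosolic ribosomal proteins, a housekeeping family, had 123 members tested, of which DESeq2 called 1 higher and 2 lower in Deficit Low and 2 lower in Deficit Mid against Control Low, and 1 higher and 1 lower in libraries 12 and 39 than in libraries 5 and 7. The family's median log2 fold change was −0.41, −0.27 and 0.12 in the same order. Among laccases and peroxidases, which polymerise lignin and act on other phenolics, DESeq2 called 3 of 94 lower in Deficit Low than in Control Low, peroxidase 1 (Sobic.002G003200), peroxidase 2 (Sobic.002G391300) and laccase-25 (Sobic.008G090800). None of these families passed the camera test in any of the 3 comparisons (lowest adjusted p = 0.201, for laccases and peroxidases in Deficit Low against Control Low).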

While drought is known to regulate expression of large and diverse suites of genes (Cohen et al., 2010; Kakumanu et al., 2012; Johnson et al., 2014), only a small set of genes in our differentially expressed subset had possible relevance to the creation and maintenance of root pressure. We found seven genes of interest whose expression involved significant up- or down-regulation in the Deficit Mid treatment.

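Between the Deficit groups, 4 of the 10 genes that match the paper's names were read in one group and had 0 reads in the other. NIP2;3 and beta-galactosidase 4 were read in libraries 12 and 39 (labelled Deficit Mid, listed as Deficit Low in the paper's tables), with 326 and 215 reads in the group, and had 0 reads in libraries 5 and 7 (labelled Deficit Low). The WAT1-related protein At5g64700 and the salt stress-induced protein Sobic.005G017700 had 404 and 95 reads in libraries 5 and 7 and 0 in libraries 12 and 39. The salt stress-induced protein Sobic.005G017566 was read in both Deficit groups, 115 times in libraries 5 and 7 and 52 times in libraries 12 and 39, and not in Control Low. A count of 0 in a group allows up to 3 reads over its 2 libraries, so these genes were not detectable at this depth rather than shown to be silent. The paper proposes a role of the WAT1-related protein in an osmotic gradient that draws in water. It names as a possibility that the 2 carbohydrate enzymes, in different cell types, add up to such a gradient, and as another that lower PIP1;5 keeps water from returning to the soil. It also proposes that closed plasmodesmata limit the loss of water to drying soil.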

### Aquaporins

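Most of the tested aquaporins had a log2 fold change below 0 in each Deficit group against Control Low. Of the 23 tested, 19 had a log2 fold change below 0 between libraries 5 and 7 (labelled Deficit Low) and Control Low, with a median of −1.25, and the family fell in the camera test (adjusted p = 0.0244, but adjusted p = 0.887 with an estimated correlation). Between libraries 12 and 39 (labelled Deficit Mid, listed as Deficit Low in the paper's tables) and Control Low, 15 were below 0, with a median of −1.05, and the family did not pass (adjusted p = 0.499). PIP2-5 (Sobic.006G150100, chromosome 6 from 51145122 to 51147729), of the plasma membrane subfamily that conducts water, stood at 68.0 ± 50.4 CPM (SD, n = 2) in Control Low, 5.47 ± 7.11 in libraries 5 and 7 and 8.31 ± 1.59 in libraries 12 and 39. Its log2 fold change was −3.66 (standard error 1.40) in Deficit Low and −3.03 (standard error 1.35) in Deficit Mid against Control Low, with an adjusted p of 1 in both. No aquaporin passed edgeR's test over all genes or adjusted over the list alone in these comparisons (3 and 2 lower at an unadjusted p under 0.05), and DESeq2 called 1 lower in each. PIP2-5 was chosen after its values were seen. The most abundant member, NIP3-1 (Sobic.001G195800), stood at 368 and 642 CPM in Control Low libraries 40 and 57. It was higher in libraries 7, 12 and 39 (1208, 733 and 739 CPM) and lower in library 5 (154 CPM). With genotype as a covariate the log2 fold change of PIP2-5 in Deficit Mid turned to 1.69, a value that rests on library 39 and on library 5 against library 7. The family's call was lost without library 5 (adjusted p = 0.400) or library 40 (median −0.63, adjusted p = 0.348), and without library 7 the median was −2.33 (adjusted p = 0.0872).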

Two aquaporins were differentially expressed between the three treatments—PIP1;5 and NIP2;3. While PIPs are known efficient water transporting channels, NIPs tend to move other substrates, such as small organic solutes and minerals (Martre et al., 2002; Maurel et al., 2015). 

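The plasma membrane aquaporin PIP1;5 (Sobic.004G351200, chromosome 4 from 67979890 to 67983213 in version 3.1.1 of the sorghum genome) stood at 406 ± 151 CPM (SD, n = 2) in Control Low. It stood at 49.3 ± 55.8 CPM in libraries 5 and 7 (labelled Deficit Low) and at 30.5 ± 32.3 in libraries 12 and 39 (labelled Deficit Mid, listed as Deficit Low in the paper's tables). Each of the 4 Deficit plants had a lower value than both Control Low plants. The log2 fold change against Control Low was −3.05 (standard error 1.17) in Deficit Low and −3.73 (standard error 1.203) in Deficit Mid. Neither passed edgeR's test (adjusted p = 1 for both). DESeq2 called PIP1;5 in Deficit Mid (adjusted p = 0.0857) and not in Deficit Low (adjusted p = 0.281). The size of the fall differed between plants of a group, with 9.84 and 88.7 CPM in libraries 5 and 7 and 7.68 and 53.3 in libraries 12 and 39. In edgeR with no filter on low counts PIP1;5 passed in both Deficit groups (adjusted p = 0.0799 and 0.0141). That setting raised the calls over all genes from 19 to 238 in Deficit Low and from 3 to 166 in Deficit Mid. Here and below, a pass only with no filter is therefore weak evidence. With genotype as a covariate, the log2 fold change in Deficit Mid turned to 0.24 (standard error 0.94, adjusted p = 0.965), where the 2 Control Low plants and library 7 alone carry the BTx623 genotype.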

In this study, PIP1;5 is strongly down-regulated in the deficit treatments. Similarly, Liu et al. (2014) observed that while water uptake, hydraulic conductivity, root pressure, and most aquaporin expression increase in concert in *S. bicolor*, PIP1;5 does not. In *Hordeum vulgare*, aquaporin expression was up-regulated as root hydraulic conductivity was down-regulated, indicating that gene expression of aquaporins (as compared to gating or remobilization of aquaporins) may not always drive root hydraulic conductivity (Saini and Fricke, 2020). It is also possible that the down-regulation of PIP1;5 prevents flow of water back into the soil, supporting the buildup of root pressure, as opposed to facilitating water uptake from the soil. 

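NIP2;3, annotated as aquaporin NIP3-2 (Sobic.007G039500, chromosome 7 from 3812659 to 3815360), belongs to the subfamily of aquaporins that carries metalloids and other small uncharged solutes. It stood at 21.4 ± 6.51 CPM (SD, n = 2) in libraries 12 and 39 (labelled Deficit Mid, listed as Deficit Low in the paper's tables) and had 0 reads in both libraries 5 and 7 (labelled Deficit Low). The controls differed from each other, with 1 read in library 40 and 101 in library 57, a mean of 7.37 ± 10.3 CPM. NIP2;3 was at least 127-fold higher in libraries 12 and 39 than in libraries 5 and 7 (adjusted p = 0.621 in edgeR, 0.00261 in DESeq2) and at least 36.2-fold lower in libraries 5 and 7 than in Control Low (adjusted p = 1 in edgeR, 0.0295 in DESeq2). Between libraries 12 and 39 and Control Low its log2 fold change was 1.54 (standard error 1.91, adjusted p = 1 in edgeR). In edgeR it passed between the Deficit groups without library 7, 40 or 57 (adjusted p = 0.0841, 0.0158 and 0.0536), between Deficit Low and Control Low without library 40 (adjusted p = 0.0565), and in both with no filter on low counts (adjusted p = 0.0161 and 0.0834).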

The second differentially expressed aquaporin, NIP2;3, is not clearly involved in root pressure generation: again, it is down-regulated in the Deficit Mid treatment (Figure 6F), and is known to transport arsenic, but not water, in rice and octopus (Chen et al., 2017). It should be noted that phenotypes resulting from differential aquaporin gene expression can be inconsistent between varieties of one species, and very often between species (Alexandersson et al., 2005; Grondin et al., 2016; Kadam et al., 2017).

### Membrane Transport Proteins

The WAT1-related protein, a plasma membrane transporter also known as UmamiT11 in *A. thaliana*, is localized in the loading/unloading domains of the vasculature in direct contact with the protoxylem, companion cells, and sieve elements (Müller et al., 2015). Previous work on this protein has focused on its role in endosperm growth and amino acid transport, although WAT1 is an auxin transporter. It is up-regulated in the Deficit Mid treatment relative to the Low root pressure treatments and may play a role in setting up an osmotic gradient in the vascular bundles and parenchyma to draw in water from the soil (Figure 6C). Similarly, the salt stress-induced protein (saLT) is a plasma membrane transporter with a strong increase in expression in salt-stressed *O. sativa* and *A. thaliana*, and here is up-regulated in the Deficit Mid treatment (Figure 6B). It is a lectin that likely binds carbohydrates and plays a role in the regulation of cell osmotic potential (UniprotKB- Q0JMY8, Garcia et al., 1998).

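Reads of the WAT1-related gene At5g64700 (Sobic.009G006400, chromosome 9 from 555761 to 559878) were found in Control Low and in libraries 5 and 7 (labelled Deficit Low), and none in libraries 12 and 39 (labelled Deficit Mid, listed as Deficit Low in the paper's tables). It stood at 13.5 ± 3.27 CPM (SD, n = 2) in Control Low and at 37.5 ± 48.9 in Deficit Low, where library 7 held most of the reads, so that its log2 fold change of 1.47 (standard error 1.46, adjusted p = 1) was within the spread between plants and turned to −2.18 without library 7. In libraries 12 and 39 it was at least 115-fold lower than in libraries 5 and 7 (adjusted p = 0.316 in edgeR, 6.45e-05 in DESeq2) and at least 74.9-fold lower than in Control Low (adjusted p = 0.851 in edgeR, 0.00231 in DESeq2). A second WAT1-related gene close by, At2g40900 (Sobic.009G006200, chromosome 9 from 545103 to 548497), went the other way. It stood at 90.9 ± 102 CPM in libraries 12 and 39, 3.04 ± 3.27 in libraries 5 and 7 and 21.6 ± 5.69 in Control Low, a log2 fold change of 4.94 between the Deficit groups (standard error 1.36, adjusted p = 0.485 in edgeR, 0.00741 in DESeq2). Over the 35 WAT1-related genes tested, the medians of the log2 fold change were 0.14 in Deficit Low and −0.17 in Deficit Mid against Control Low, and −0.16 between the Deficit groups. The family did not pass the camera test in any of them (adjusted p = 0.760, 0.702 and 0.688). Without single libraries edgeR called Sobic.009G006400 between the Deficit groups (adjusted p = 0.0054, 0.045, 0.000808 and 0.000692 without library 5, 12, 40 or 57) and in Deficit Mid against Control Low (0.0143, 0.0263 and 0.0153 without library 5, 40 or 57), and Sobic.009G006200 between the Deficit groups (0.0218, 0.00647, 0.0138 and 0.0123 without library 7, 12, 40 or 57). With no filter on low counts, where edgeR called many more genes in all, the same 3 comparisons passed (adjusted p = 0.000171, 0.00316 and 0.00385).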

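Salt stress-induced proteins of this kind are lectins that bind mannose. The gene Sobic.005G017700 (chromosome 5 from 1594797 to 1596488) stood at 7.34 ± 6.98 CPM (SD, n = 2) in libraries 5 and 7 (labelled Deficit Low) and 1.65 ± 0.699 in Control Low, and had 0 reads in libraries 12 and 39 (labelled Deficit Mid, listed as Deficit Low in the paper's tables). It was at least 27.1-fold lower in libraries 12 and 39 than in libraries 5 and 7 (adjusted p = 0.942 in edgeR, 0.0420 in DESeq2). A neighbouring gene with the same description, Sobic.005G017566 (chromosome 5 from 1586204 to 1590218), had 0 reads in Control Low and stood at 5.57 ± 1.71 CPM in libraries 5 and 7 and 3.49 ± 1.53 in libraries 12 and 39. It was at least 36.0-fold higher in Deficit Low (adjusted p = 1 in edgeR, 0.0594 in DESeq2) and at least 19.0-fold higher in Deficit Mid (adjusted p = 1 in edgeR, 0.131 in DESeq2) than in Control Low. Of the 6 mannose-binding lectins and salt stress-induced proteins tested, 0 passed edgeR's test over all genes or adjusted over the list alone in any comparison, with 1 higher in each Deficit group against Control Low and 1 lower between the Deficit groups at an unadjusted p under 0.05.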

### Carbohydrate Metabolism

Carbohydrate metabolic enzymes strongly affect the osmotic potential of the cytosol and vacuole (Cram, 1976; Smeekens and Rook, 1997). 

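Beta-amylase 3 (Sobic.001G293800, chromosome 1 from 57202184 to 57207634) and beta-galactosidase 4 (Sobic.004G093400, chromosome 4 from 7964261 to 7969091) were both low in libraries 5 and 7 (labelled Deficit Low). Beta-amylase 3, which splits maltose from starch, stood at 0.724 ± 0.0963 CPM (SD, n = 2) there, at 16.2 ± 5.60 in libraries 12 and 39 (labelled Deficit Mid, listed as Deficit Low in the paper's tables) and at 10.8 ± 2.22 in Control Low. Its log2 fold change was −3.89 between Deficit Low and Control Low (standard error 1.57, adjusted p = 1 in edgeR, 0.0995 in DESeq2), 4.47 between Deficit Mid and Deficit Low (standard error 1.61, adjusted p = 0.854 in edgeR, 0.0191 in DESeq2) and 0.58 between Deficit Mid and Control Low (standard error 1.38, adjusted p = 1). Beta-galactosidase 4, which releases galactose from polysaccharides and glycoproteins, had 0 reads in libraries 5 and 7, 14.98 ± 9.54 CPM in libraries 12 and 39 and 0.514 ± 0.726 in Control Low. It was at least 83.6-fold higher in libraries 12 and 39 than in libraries 5 and 7 (adjusted p = 0.774 in edgeR, 0.00940 in DESeq2). Beta-galactosidase 9 (Sobic.010G173800, chromosome 10 from 50929999 to 50935313), the enzyme in Figure 6, was ordered the other way, at 84.1 ± 42.7 CPM in libraries 5 and 7, 9.44 ± 2.26 in libraries 12 and 39 and 41.5 ± 30.0 in Control Low. Its log2 fold change between the Deficit groups was −3.15 (standard error 0.93, adjusted p = 0.621 in edgeR, 0.0385 in DESeq2). Adjusted over the list alone, 1 of the 10 beta-galactosidases tested passed as higher and 1 as lower between the Deficit groups, and 0 of the 10 amylases passed (1 higher at an unadjusted p under 0.05 in edgeR, 1 higher in DESeq2).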

We observed two significantly differentially expressed enzymes with opposite expression patterns—beta-amylase 3 and beta-galactosidase 4 (Figures 6G,D). Beta-amylase hydrolyzes starch to di- and monosaccharides, while beta-galactosidase catalyzes the hydrolysis of glycoproteins into monosaccharides. It is not clear why starch hydrolysis would cease while glycoprotein hydrolysis increases in plants with higher root pressure, but another study found that the gene expression of these two enzymes move counter to one another in the context of cold de-acclimation (Oono et al., 2006). It is possible that these enzymes are located in different cell types within our homogenized fine root samples and are somehow working additively to structure an osmotic potential gradient from soil to xylem.

### Vascular Transport

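The plasmodesmata callose-binding protein 2 (Sobic.004G152300, chromosome 4 from 48096693 to 48100012) binds callose, the glucan that narrows the channels between plant cells. It stood at 2.75 ± 1.24 CPM (SD, n = 2) in Control Low, at 65.7 ± 73.3 in libraries 5 and 7 (labelled Deficit Low) and at 40.0 ± 18.7 in libraries 12 and 39 (labelled Deficit Mid, listed as Deficit Low in the paper's tables). All 4 Deficit plants had a higher value than both Control Low plants. The log2 fold change against Control Low was 4.58 in Deficit Low (standard error 1.22, adjusted p = 0.650 in edgeR, 0.00668 in DESeq2) and 3.87 in Deficit Mid (standard error 1.18, adjusted p = 1 in edgeR, 0.0583 in DESeq2). Adjusted over the list alone, it was the 1 gene that passed in each of these comparisons among the 11 tested plasmodesmata callose-binding proteins and callose synthases. Between the Deficit groups its log2 fold change was −0.71 (standard error 1.05, adjusted p = 1), less than its standard error. In Deficit Low most of the signal was in library 7, at 117 CPM against 13.9 in library 5. In edgeR over all genes it passed in Deficit Low with no filter on low counts (adjusted p = 0.0168), where 238 genes were called instead of 19.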

The plasmodesmata callose-binding protein 2 (PCDB) is significantly up-regulated in the deficit treatments relative to the control (Figure 6A). In other studies, PCDB1 was observed to occlude plasmodesmata (the symplastic connections between plant cells) when up-regulated, while PCDB2 mutants did not, although both proteins are localized in the plasmodesmata and bind to callose *in vitro* (Simpson et al., 2009). While it is tempting to associate higher root pressure with increased symplastic flow, closure of plasmodesmata may play an important role in preventing leakage of water down the osmotic gradient and back into drying soil and may be required for the creation of root pressure (Schenk et al., 2021).

## Future Directions

It will be critical to follow up on this study with diverse tools for investigating mechanisms involved with the recreation of root pressure. A larger, carefully replicated transcriptomic sampling of the same *S. bicolor* genotypes, or a subset therein would be valuable. Given the potential variability of mechanisms and transcriptomes between individuals, cultivars, and species in this and other studies, it may be difficult to rigorously pinpoint one set of mechanisms or genes that clearly drives, or responds to, root pressure generation. Moreover, as we have seen in many works studying evolutionary trade-offs in plant hydraulic traits, a wide variety of traits and phenologies can be variously adopted by different genotypes to achieve the same result, be it avoidance or tolerance of drought, or maintenance of an embolism-free hydraulic network (Watkins et al., 2010; Ocheltree et al., 2015; Han et al., 2017). The mechanisms and specific genes that regulate root pressure in *S. bicolor* may not bear resemblance to those that regulate root pressure in other species, such as *Zea mays*, although the creation of root pressure may achieve the same result of improved performance during drought.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE152143;https://www.ncbi.nlm.nih.gov/geo/, GSM4604668; https://www.ncbi.nlm.nih.gov/geo/, GSM4604669; https://www.ncbi.nlm.nih.gov/geo/, GSM4604670; https://www.ncbi.nlm.nih.gov/geo/, GSM4604671; https://www.ncbi.nlm.nih.gov/geo/, GSM4604672; and https://www.ncbi.nlm.nih.gov/geo/, GSM4604673.

## Author Contributions

SD designed the experiments, collected data, analyzed data, and wrote the manuscript. LC designed the experiment, collected data, and edited the manuscript. NF designed the experiment and collected data. RB, JW, TP, JB, CJ, and SG collected data. JIC analyzed data. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Drought-Induced Root Pressure in Sorghum bicolor
**Source:** Front Plant Sci. 2021 Feb 3;12:571072. doi: 10.3389/fpls.2021.571072
**Supplement:** Supplementary file 9

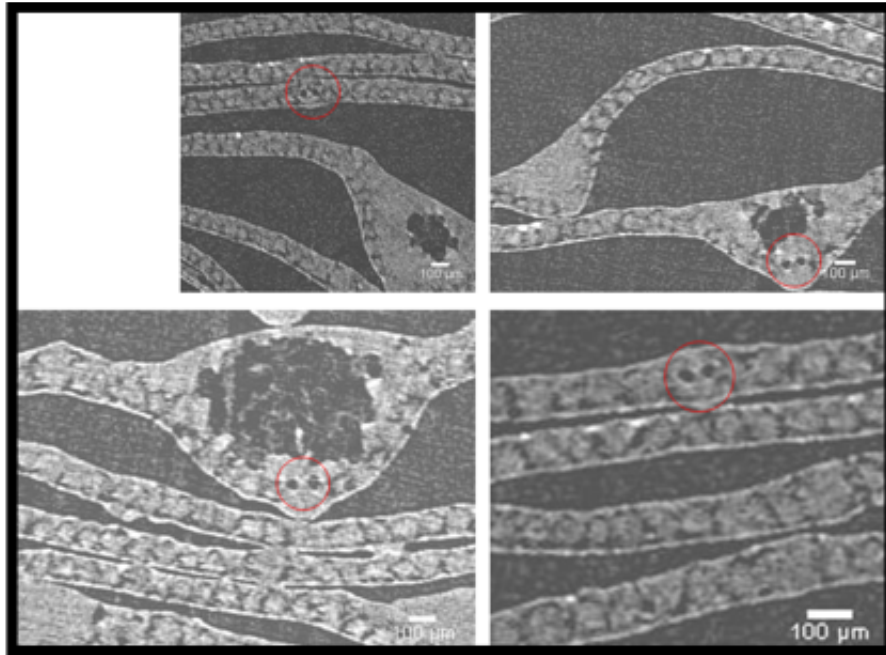

Figure S3. Microphotograph from μ CT scan showing cross section of multiple *S. bicolor* leaves with central midribs.

How the deposited data were processed for this re-analysis (not part of the article)

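Values per gene were taken from the table of raw read counts that the authors deposited, whose unit is count. A second deposited table gives group means per gene, with descriptions, and its unit was inferred to be FPKM. Only its descriptions and 1 correlation across genes were used, since its Deficit Mid column is filled for 8281 of 33388 entries.

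The authors state that reads were screened with fastp, mapped with Bowtie 2-2.3.4.2 and TopHat 2.1.1 to the sorghum genome, assembled with Cufflinks 2.2.1 and tested with DESeq in R 3.6.1. The counting tool, its strand setting and the version of DESeq are not given in the sources used here. The reads themselves were not reprocessed here.

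Of 34129 genes, 3 have an empty cell in library 12 and were left out. Over the 6 libraries the table lists 219 M entries, a mean of 36.5 M against the paper's 24.6 M reads per sample, so the shares that follow are of entries and not of reads. Entries in genes made up 46.4% for library 5, 16.0% for library 7, 14.6% for library 12, 22.3% for library 39, 29.9% for library 40 and 19.6% for library 57. Alignments that were not unique made up 44.5 to 70.5%, entries in no gene 8.10 to 15.9%, ambiguous ones 0.267 to 0.954%, and those of low alignment quality or not aligned 0. The 50 most abundant genes held 11.1 to 16.2% of a library's assigned reads.

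Genes were tested in R 4.3.3 with edgeR 4.0.16 after filterByExpr with the groups, with TMM factors of 0.951 to 1.06 and the default settings of its quasi-likelihood fit. DESeq2 1.42.0 was run as the alternative. Gene families were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2, at the preset correlation of 0.01, with adjusted p over the 23 families of each comparison, and with an estimated correlation as the alternative. The standard error given with an edgeR log2 fold change is the size of that change divided by the square root of the test's F statistic. CPM are TMM normalized. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

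The genes named are those the paper names, the 2 with the smallest p in each of its 3 supplementary tables, up to 8 higher and 8 lower genes per comparison with an informative description (not missing, uncharacterized, hypothetical, unknown or unnamed) and the smallest p past the threshold, and family members past it. The paper's tables for these libraries had been read when this rule was written. Genes named beside a family that did not pass were chosen after their values were seen.

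The alternatives were DESeq2, its size factors in edgeR, no filter on low counts, at least 10 counts in every library, an adjusted p under 0.05, genotype as a covariate, a fit of only the 2 groups compared, and each library left out in turn. The fits with the labels of the Deficit groups exchanged were added after the data were seen. In simulated counts with 50 genes per size of change between Deficit Mid and Control Low, edgeR recovered 2, 40, 64 and 68% of genes changed 4, 16, 64 and 256-fold, with 5 false calls among 23160 genes, and DESeq2 18, 66, 84 and 86%, with 287 false calls.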

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

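The tests on the number of distinct molecules and on the libraries of IS3620C were chosen after their results were seen, and the rules by which 2 other tests below were read were changed after their values were seen.

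IQM4 (Sobic.002G240400, chromosome 2 from 63028556 to 63038114), of a calmodulin-binding family, stood at a mean of 203 CPM (SD 104, n = 4, range 69.6 to 290.3) in the Deficit plants, with 5853 reads against 2 in Control Low, a ratio of 1478 (95% counting interval 409 to 12211). It passed edgeR's test of both Deficit groups against Control Low (adjusted p = 0.0812). It stands here because it is a signal above the controls in a gene that the paper does not discuss, and it holds under either labelling of the Deficit groups.

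FAR1-RELATED SEQUENCE 5 (Sobic.003G250220, chromosome 3 from 58858858 to 58867322) stands here for the same reason, at a mean of 137 CPM (SD 84.9, n = 4, range 23.3 to 212), with 3789 reads against 1, a ratio of 1914 (interval 343 to 75625, adjusted p = 0.0970). It is among the 5 genes with at most 1 read in each of libraries 40 and 57 and at least 50 in each of the others. A pair of libraries at random gives 7.13 such genes, so this pattern is no more frequent for the controls.

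Pattern: 489 genes had at most 1 read in 1 or 2 libraries and at least 50 in each of the others, 382 of them in 1 library (178 in library 5) and 107 in 2, of which 39 in libraries 5 and 7, 14 in 12 and 39 and 5 in 40 and 57, against 7.13 per pair at random and up to 18 (libraries 7 and 12) across groups. Against reads counted for a neighbouring gene instead stands the median log2 difference of the nearest neighbour in the libraries near 0, −0.295: the explanation needs a rise, and this lies below all 1000 random sets (central 90% −0.241 to −0.134), so the bound written first, inside that range, was the wrong one. Few distinct molecules in some libraries, amplified many times, may explain part: at the same total the libraries differed 1.34-fold in genes detected, and library 5, with the most reads, detected fewest. Genotype is argued against only for the 239 genes near 0 in library 5, as all had at least 50 reads in library 39, by its label also IS3620C. That 0 genes were near 0 in both alone adds little. The 7.13 at random takes all pairs as equally likely, and library 39 detected the most genes. With a looser limit on the other libraries, 95 genes were near 0 in both, against 55.1 expected, an excess found in every pair. Genotype cannot be told apart for SC56. All 107 genes behind the ratio of 1.51 to random choices (70.8) were near 0 in library 12, its only plant. Loss from each library by itself cannot be told apart either. All 15 pairs exceed the count expected from 1 rate of loss per expression level (1.16 to 7.25 times), which argues against such a rate. It does not argue against rates that differ between genes. The highest excess in a pair of one group (5.01) is below that of library 39 with library 40 (7.25). A response to drought followed by re-watering stays open as untested.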

How the results depend on the processing

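The fits with the labels of the Deficit groups exchanged were chosen after the data were seen. Counts below are in the order Deficit Low against Control Low, Deficit Mid against Control Low, Deficit Mid against Deficit Low and both Deficit groups against Control Low, where edgeR called 19, 3, 33 and 6 genes. DESeq2 called 422, 283, 684 and 285, and no filter on low counts gave 238, 166, 376 and 241. With at least 10 counts in every library edgeR called 0 in each (319, 414, 618 and 316 at an unadjusted p under 0.05), at an adjusted p under 0.05 it called 0, 0, 17 and 0 (DESeq2 303, 207, 519 and 204), and with genotype as a covariate 0 in each (1755, 3991, 3356 and 3474 at an unadjusted p under 0.05). With only the 2 groups compared it called 0, 4 and 0 (545, 1513 and 871). With the labels exchanged edgeR called 3, 19, 33 and 6 and DESeq2 283, 422, 684 and 285. Without single libraries the counts ranged from 106 to 671, 40 to 169, 147 to 2120 and 80 to 273. DESeq2's size factors changed none of these counts. BTx623 against the other genotypes gave 0 genes in edgeR (358 at an unadjusted p under 0.05), 148 in DESeq2, 35 with no filter and 0 to 17 without single libraries (17 without library 5).

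Of 92 tests of gene families 8 passed, 0 with an estimated correlation, 3 with no filter and 0 to 17 without single libraries (0 without library 5, 17 without library 57). Similarity within groups exceeded that of unrelated pairs by 0.0507, by 0.0538 with Spearman's correlation and by 0.0404 with no filter. The share that tests genotype in the calls was 33.4% with DESeq2 and has no value at an adjusted p under 0.05, where edgeR called 0 genes (1513 at an unadjusted p under 0.05).

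Of 60 values of named genes, 32 kept direction and side of the threshold under DESeq2 (28 came past it), 41 with no filter (19 came past it), 44 at 0.05 and 34 with genotype as a covariate (16 and 24 lost the call), 35 of 58 with only the 2 groups compared (23 lost it), and 44 to 54 without single libraries, where none lost a call. Direction turned for PIP1;5 (Sobic.004G351200) and PIP2-5 (Sobic.006G150100) in Deficit Mid against Control Low with genotype as a covariate (0.24 and 1.69). In Deficit Low against Control Low it turned for Sobic.009G006400 without library 7 (−2.18, range −2.18 to 2.41), and leucine-rich repeat protein 1 (Sobic.005G126100) had no difference without library 40 (0, range −11.70 to 0, a fitted value that depends on the prior). The direction of the camera test turned for MATE transporters and expansins in Deficit Low against Control Low without library 5 (medians −0.11, range −1.65 to 0.16, and −0.63, range −4.90 to 0) and for thioredoxins between the Deficit groups without library 7 (0.39) or 12 (−0.0666, range −0.0666 to 0.39). The cause was not tested. A group left with 1 library is assumed to vary like the others. Such a fit also has a looser filter on low counts, so calls kept or gained in it are no test of how well they hold. No paired analysis was possible because the libraries carry no shared replicate numbers. At 5323132 to 13619414 assigned reads, a gene at 0 in a group can hold up to 3 reads.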

Differences from the paper's values

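The comparisons with the labels of the Deficit groups exchanged were chosen after the values were seen. Below, a count lies near the paper's when the larger of the 2 is at most 1.5 times the smaller, and a log2 fold change when the signs are equal and the values differ by no more than the larger error.

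The paper gives 278 genes changed between Deficit Low and Control Low, 158 of them lower, and edgeR called 19, 12 of them lower, at the adjusted p under 0.1 of the paper's tables. Of the 13 alternatives set before the data were examined, no filter on low counts (238 and 167) and leaving out Deficit Mid library 12 (190 and 134) lie within 1.5 times of the paper's counts, and the other 11 do not.

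For Deficit Mid against Control Low the paper gives 422 genes, 298 lower, and edgeR called 3, 2 lower. DESeq2 lies within 1.5 times of the paper's total (283, 162 lower) but shares only 89 of its 422 genes, and no alternative lies that near its count of lower genes.

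For Deficit Mid against Deficit Low the paper gives 684 genes, 417 lower, and edgeR called 33, 14 lower. DESeq2 gives 684 genes, with 267 lower and 417 higher, and leaving out Deficit Low library 7 gives 517 lower. The other alternatives lie within 1.5 times of neither.

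The paper gives 24.6 M reads retained per sample, and the mean of the reads assigned to genes is 8.70 M (SD 3.12 M, n = 6). No alternative applies, and the 2 numbers stand for different steps.

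Log2 fold changes in the paper's supplementary tables follow, with the edgeR value second, fitted values of genes at 0 in a group depending on the prior. In Deficit Low against Control Low, the WAT1-related gene Sobic.009G006400 has −9.10 in the paper and 1.47 here. In Deficit Mid against Control Low, NIP2;3 has −8.34 in the paper and 1.54 here, and beta-amylase 3 −3.85 and 0.58. In Deficit Mid against Deficit Low, the paper's and the edgeR values are −9.92 and 10.55 for NIP2;3, 10.68 and −11.36 for Sobic.009G006400, −4.85 and 4.94 for the WAT1-related gene Sobic.009G006200, 8.32 and −9.004 for the salt stress-induced protein Sobic.005G017700, 3.18 and −3.15 for beta-galactosidase 9, −9.43 and 10.03 for beta-galactosidase 4 and −4.48 and 4.47 for beta-amylase 3. None of the 12 or 13 alternatives run for each brings these near the paper's value.

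With the labels exchanged, a setting chosen after the values were seen, edgeR's values for these genes and DESeq2's values and counts (278 in the paper and 283 here, 422 and 422, 684 and 684) lie near the paper's, and DESeq2 drops 0 of the paper's called genes.

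The paper states that pathogen defense genes were overexpressed in Deficit Mid relative to Control Low. Of 50 chitinases and pathogenesis-related proteins tested, 33 were below 0 in libraries 12 and 39, labelled Deficit Mid (median −1.001, adjusted p = 0.499), and 38 in libraries 5 and 7 (median −2.56, adjusted p = 2.44e-05, but adjusted p = 0.887 with an estimated correlation), whose values the paper's Deficit Mid table holds, and all 8 genes of this family in that table are lower. It states that a WAT1-related protein was higher in Deficit Mid than in the Low groups, and that a salt stress-induced protein was higher in Deficit Mid, with no reference group named. By the sample labels, Sobic.009G006400 and Sobic.005G017700 had 0 reads in Deficit Mid. The salt stress-induced gene Sobic.005G017566 stood at 3.49 ± 1.53 CPM there, above Control Low (0) but below Deficit Low (5.57 ± 1.71). The WAT1-related gene Sobic.009G006200 stood at 90.9 ± 102 CPM in Deficit Mid against 3.04 ± 3.27 in Deficit Low and 21.6 ± 5.69 in Control Low. It states that the 2 enzymes beta-amylase 3 and beta-galactosidase 4 had opposite patterns, and both were higher in libraries 12 and 39 than in libraries 5 and 7 here (log2 fold change 4.47, and at least 83.6-fold), while beta-galactosidase 9, which the paper's figure also plots, ran opposite to beta-amylase 3 (−3.15; 9.44 against 84.1 CPM). It gives 7 genes of interest as changed in Deficit Mid. Of the 10 genes that match the names in its text and figures edgeR called 0 in any comparison, while all 10 had an unadjusted p under 0.05 and were called by DESeq2 in at least 1.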

Other observations

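The tests of the exchanged labels, of the sign of the contrast, of the 15 pairings of libraries, of genotype with DESeq2 and of the folds after thinning were chosen after the results were seen.

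Expansins and xyloglucan enzymes, which loosen cell walls, and heat shock proteins, which refold other proteins, differed between the Deficit groups. Expansins rose in libraries 12 and 39 (labelled Deficit Mid, listed as Deficit Low in the paper's tables) against libraries 5 and 7 (labelled Deficit Low), with 39 of 53 members above 0, a median log2 fold change of 0.82 and an adjusted p of 0.0290, but adjusted p = 0.969 with an estimated correlation. Expansin-A31 (Sobic.001G238400, chromosome 1 from 24481078 to 24482375) was at least 84.8-fold higher there (adjusted p = 0.682 in edgeR, 0.00268 in DESeq2). The list did not pass without library 5, 7, 39 or 57 (adjusted p = 0.785, 0.157, 0.563 and 0.198) or with no filter on low counts (0.434). Against Control Low the expansins fell in Deficit Low (median −1.01, 37 below 0, adjusted p = 0.0787, but adjusted p = 0.887 with an estimated correlation), a call lost without library 5, 12, 39 or 40 (adjusted p = 0.913, 0.125, 0.215 and 0.870) or with no filter (0.352), with a median of −4.90 without library 7. Heat shock proteins rose in libraries 12 and 39 against libraries 5 and 7 (31 of 41 above 0, median 1.25, adjusted p = 0.0737, but adjusted p = 0.969 with an estimated correlation; 5 higher and 1 lower at an unadjusted p under 0.05), a call lost without library 5, 7, 12 or 57 (adjusted p = 0.716, 0.363, 0.839 and 0.243) or with no filter (0.364). The small heat shock protein HSP17.9 (Sobic.001G425600) was at least 228-fold higher (adjusted p = 0.441), with 92.8 CPM in library 12 and 1.91 in library 39, and edgeR called it without library 7, 39, 40 or 57 (adjusted p = 0.0555, 0.00647, 0.000152 and 0.000165).

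Both Deficit groups together differed from Control Low in 6 genes, IQM4 and FAR1-RELATED SEQUENCE 5 higher and 4 lower: Sobic.005G110547, with no description (1 read against 1722, adjusted p = 0.0670), Peroxisomal membrane protein 13 (log2 fold change −6.84, adjusted p = 0.0812), the disease resistance protein RPP13 (Sobic.005G219300, −9.69, standard error 1.23, adjusted p = 0.0812) and METAXIN (−7.40, adjusted p = 0.0812). Libraries 12 and 39 alone carry the call of METAXIN (0 CPM in both, 287 and 165 in libraries 5 and 7, 130 and 476 in the controls), and libraries 5 and 7 carry that of Peroxisomal membrane protein 13 (0 CPM in both, 59.1 and 75.0 in libraries 12 and 39, 92.2 and 133 in the controls). Leaving out any single library gave more calls than these 6, under a looser filter on low counts. Chitinases and pathogenesis-related proteins fell there (40 of 50 below 0, median −2.12 against −0.107 for all genes, adjusted p = 0.00147, but adjusted p = 0.918 with an estimated correlation), as did aquaporins (19 of 23, median −1.34, adjusted p = 0.0304, but adjusted p = 0.918 with an estimated correlation). Neither passed without library 40 (adjusted p = 0.888 for both, chitinases at a median of 0.45, and at −3.43 without library 7) or library 5 (0.398 and 0.659), and aquaporins passed neither without library 39 (0.388) or 57 (0.109) nor with no filter (0.269). The families of proton pumps, potassium transporters, sugar transporters, nitrate and peptide transporters, amylases, beta-galactosidases, lectins, plasmodesmata proteins, dehydrins, abscisic acid genes, suberin genes, photosynthesis genes, histones and cyclins passed in no comparison: of 23 families 20, 23, 20 and 21 did not pass in Deficit Low against Control Low, Deficit Mid against Control Low, Deficit Mid against Deficit Low and both against Control Low, with adjusted p from 0.201 to 0.776, 0.499 to 0.992, 0.276 to 0.964 and 0.168 to 0.825.

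Pattern: the paper's tables list under Deficit Low the values of the libraries labelled Deficit Mid, and the reverse. With the labels exchanged, 99.9% of the genes in the 3 tables come within 0.05 of the paper's log2 fold change. A contrast coded with the opposite sign is argued against, since it brings only 0.360% of the genes of the Deficit Low table that close in size. Which of the labels is right cannot be told apart here: 2 of 6 libraries have their best match in their own group or genotype, and the correlation across 19976 genes of log2(Deficit Low/Control Low) in the FPKM table is 0.376 with the libraries labelled Deficit Low and 0.662 with those labelled Deficit Mid. Directions that separate the Deficit groups stay open until the labels are settled.

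Pattern: edgeR called 3 genes between Deficit Mid and Control Low and DESeq2 283. Library size as a cause of the number of calls was not settled by thinning every library to the smallest total. EdgeR then called 0 genes (678 at an unadjusted p under 0.05) and DESeq2 246, a fall that goes with library size. The p of each of edgeR's 3 genes rose with fewer reads, and their adjusted p went from 0.0928 to 0.138. After thinning, METAXIN and Sobic.003G256600 stood at least 1092-fold and 223-fold lower (1423 and 337 before). IQM4 stood at a ratio of 1207 (95% counting interval 334 to 9976), against 1907 (528 to 15755) before. Genes at 0 or almost 0 reads in a group stay so when thinned, so large folds were bound to remain. These folds were also read only after the results were seen. The highest total is only 2.56 times the lowest, which argues against library size for the size of these 3 differences alone. Genotype cannot be told apart, with 1 of 4 genes of edgeR (25%) and 33.4% of 646 of DESeq2 having the sign of the difference between the genotypes in Deficit Low, because that sign rests on 1 library of each, library 5 being the one with the fewest genes detected, and SC56 is not among them. In simulated counts with no change in any gene, 10 draws of this comparison gave 0 to 4 calls with edgeR and 166 to 281 with DESeq2. The 3 calls of edgeR lie inside that range and the 283 of DESeq2 just above it. The ranges were 0 to 7 and 214 to 317 between Deficit Low and Control Low (19 and 422 called). Between the Deficit groups they were 0 to 4 and 187 to 288 (33 and 684 called).

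The 15 pairings of the 6 libraries are too few to exclude chance in which libraries form the pairs. EdgeR's real counts were 33 between the Deficit groups, 19 between Deficit Low and Control Low and 3 between Deficit Mid and Control Low. Of the 15 pairings, the real one included, 1, 1 and 3 had a comparison with as many (highest other 13). DESeq2's counts, with the groups coded in another order than in the fit that gave 684, 422 and 283, were 686, 422 and 282. They did not stand out, as 7, 9 and 12 of the 15 pairings had a comparison with as many (highest other 1780). Those 1780 came from library 5 with library 57 against library 7 with library 12, several times the real counts, which points to a structure of the samples that was not tested, while edgeR called 0 there (2541 at an unadjusted p under 0.05). For BTx623 against the other genotypes, the 10 splits of 3 against 3 are too few to exclude chance. The real split called 0 genes with edgeR (358 at an unadjusted p under 0.05) and 148 with DESeq2. The highest other called 10 and 792, so the real split did not stand out.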
